# Differential Glial Activation in Early Epileptogenesis—Insights From Cell-Specific Analysis of DNA Methylation and Gene Expression in the Contralateral Hippocampus

**DOI:** 10.3389/fneur.2020.573575

**Published:** 2020-11-16

**Authors:** Toni C. Berger, Magnus D. Vigeland, Hanne S. Hjorthaug, Cecilie G. Nome, Erik Taubøll, Kaja K. Selmer, Kjell Heuser

**Keywords:** epilepsy, NeuN, TLE, glia, neuron, gene expression, DNA methylation, epigenetics

## Abstract

**Background and Aims:** Morphological changes in mesial temporal lobe epilepsy with hippocampal sclerosis (mTLE-HS) are well-characterized. Yet, it remains elusive whether these are a consequence of seizures or originate from a hitherto unknown underlying pathology. We recently published data on changes in gene expression and DNA methylation in the ipsilateral hippocampus (ILH) using the intracortical kainate mouse model of mTLE-HS. In order to explore the effects of epileptic activity alone and also to further disentangle what triggers morphological alterations, we investigated glial and neuronal changes in gene expression and DNA methylation in the contralateral hippocampus (CLH).

**Methods:** The intracortical kainic acid mouse model of mTLE-HS was used to elicit status epilepticus. Hippocampi contralateral to the injection site from eight kainate-injected and eight sham mice were extracted and shock frozen at 24 h post-injection. Glial and neuronal nuclei were sorted by flow cytometry. Alterations in gene expression and DNA methylation were assessed using reduced representation bisulfite sequencing and RNA sequencing. The R package edgeR was used for statistical analysis.

**Results:** The CLH featured substantial, mostly cell-specific changes in both gene expression and DNA methylation in glia and neurons. While changes in gene expression overlapped to a great degree between CLH and ILH, alterations in DNA methylation did not. In the CLH, we found a significantly lower number of glial genes up- and downregulated compared to previous results from the ILH. Furthermore, several genes and pathways potentially involved in anti-epileptogenic effects were upregulated in the CLH. By comparing gene expression data from the CLH to previous results from the ILH (featuring hippocampal sclerosis), we derive potential upstream targets for epileptogenesis, including glial *Cox2* and *Cxcl10*.

**Conclusion:** Despite the absence of morphological changes, the CLH displays substantial changes in gene expression and DNA methylation. We find that gene expression changes related to potential anti-epileptogenic effects seem to dominate compared to the pro-epileptogenic effects in the CLH and speculate whether this imbalance contributes to prevent morphological alterations like neuronal death and reactive gliosis.

## Introduction

Epileptogenesis describes the transformation of a normally functioning brain into an epileptic brain (1, 2). For mesial temporal lobe epilepsy with hippocampal sclerosis (mTLE-HS), this process often involves an initial incident (i.e., prolonged febrile seizure, inflammation, or cerebral trauma), followed by a clinically silent latent phase, and, ultimately, seizures of increasing frequency and severity (3). Pathological hallmarks of mTLE-HS are well-characterized in both humans and in animal models and predominantly consist of progressive neuronal cell death and reactive gliosis (4–14). The underlying mechanisms of these features remain elusive, and their further disentanglement is of paramount importance for the development of truly anti-epileptogenic drugs (15, 16).

In this paper, we use a combined analysis of cell-specific gene expression and DNA methylation to investigate epileptogenesis in a mouse model for mTLE-HS. Gene expression by means of RNA sequencing is a well-established approach for investigating biological function (17, 18). A cell-specific approach, i.e., the separation of neurons and glia prior to downstream analysis, has been used in various previous studies (19–21) and facilitates the detection of more subtle effects and the determination of the cellular origin of the observed DNA methylation and gene expression alterations (22).

DNA methylation contributes to cell-specific gene expression (23–26) and is altered in both epileptic human tissue (27) and animal models of epilepsy (22, 28–30). Amendable by, among other things, neuronal activity (31), nutrition (32), and newer epigenetic tools (33), it represents a modifiable potential upstream mechanism in epileptogenesis.

We recently published a study on neuronal and glial DNA methylation and gene expression changes at 24 h post-kainate-induced status epilepticus, a time point relevant to early epileptogenesis (11, 34). These findings from the ipsilateral hippocampus (ILH) revealed a number of significant gene expression alterations in both neurons and glia. We further found a number of epilepsy-relevant genomic loci with a significant association of differential gene expression and differential DNA methylation (22). These observations originated from the intracortical kainate mouse model, where both hippocampi are exposed to epileptic activity but only the ILH gradually develops morphological changes (e.g., neuronal death and reactive gliosis) similar to human mTLE-HS (11) (Figure 1). In contrast, the contralateral hippocampus (CLH) is only exposed to epileptic activity and regarded as “free from morphological alterations” (11, 35). As such, it is often used as an internal control for the ILH (11).

**Figure 1:**
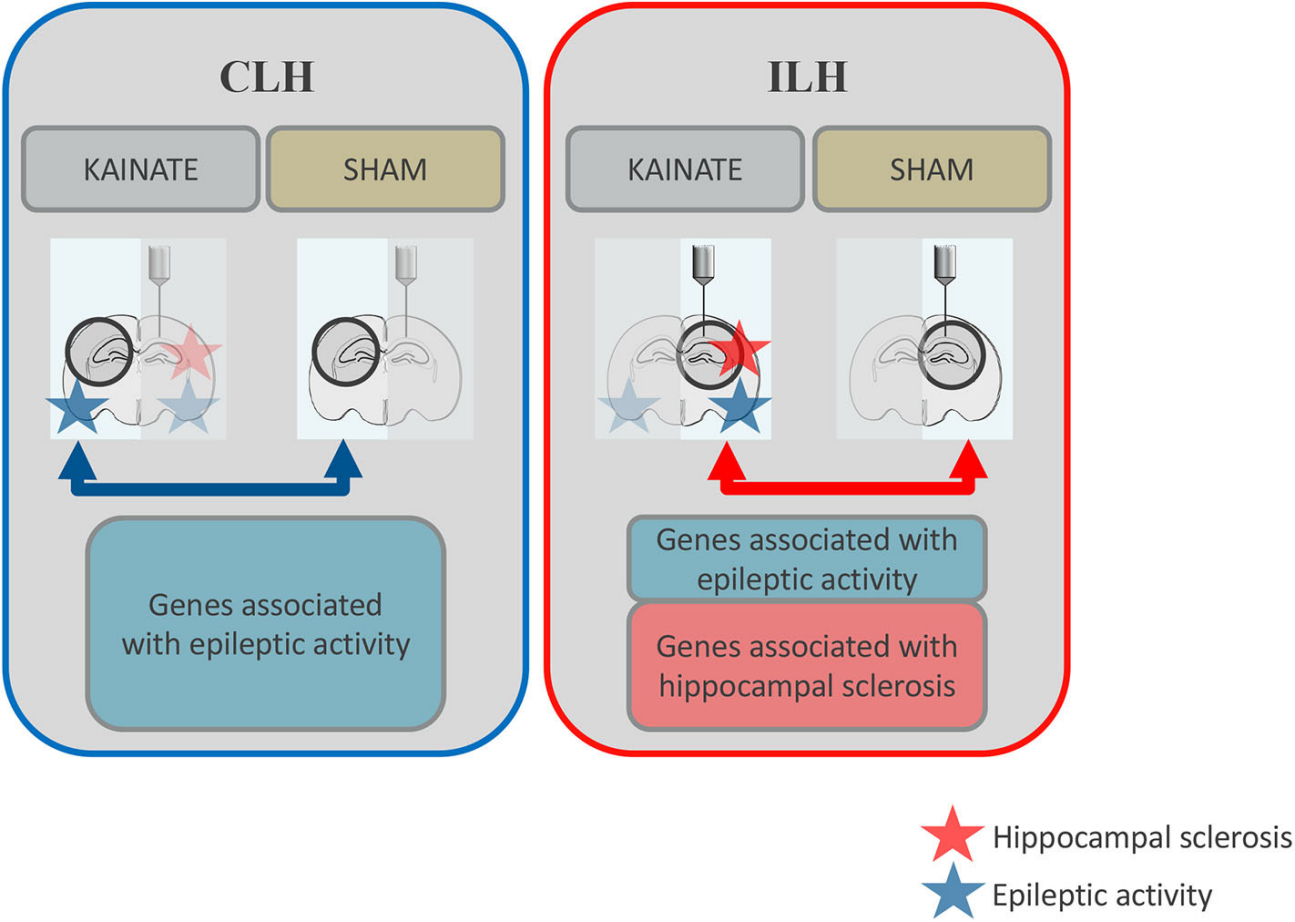
Schematic overview: Differential gene expression in the contralateral and ipsilateral hippocampi at 24 h after status epilepticus induction. Both the ipsilateral and contralateral hippocampi were exposed to epileptic activity (upon a status epilepticus lasting several hours), but only the ipsilateral hippocampus gradually develops morphological alterations such as reactive gliosis and neuronal death (hippocampal sclerosis). In this study, gene expression was compared between epileptic mice (kainate injected over the right, ipsilateral, hippocampus) and sham mice (saline injected at the same location) for the contralateral hippocampus (CLH, *blue arrow*). This data was compared to previous data on gene expression from the ipsilateral hippocampus (ILH, *red arrow*). Differentially expressed genes associated with epileptic activity are represented by the *blue boxes*. Differentially expressed genes potentially associated with morphological alterations typical of mesial temporal lobe epilepsy with hippocampal sclerosis (mTLE-HS) are represented by the *red box*.

The aims of this study were to on glia- and neuron-mediated downstream effects of epileptic activity based on gene expression changes in the CLH. We further elaborated on potential upstream targets for hippocampal sclerosis and epileptogenesis within genes exclusively differentially expressed in the ILH (and not CLH). Lastly, we explored the potential role of DNA methylation on cell-specific gene expression in early epileptogenesis.

## Methods

The methods applied in this study follow the same protocol as previously described in Berger et al. (22). Raw data are available under GEO accession GSE153976.

### Animals

Adult male C57/BL6N mice (Janvier Labs, France), acquired at an age of 8 weeks, were acclimatized for 4 weeks in a controlled environment (21–23°C, 12-h dark/light cycles). One to four animals were housed per cage, with water and food available *ad libitum*. All animal procedures were approved by the Norwegian Food Safety Authority (project number FOTS: 14198), the Center for Comparative Medicine, Oslo University Hospital and the University of Oslo.

### Intracortical Kainic Acid Mouse Model of Mesial Temporal Lobe Epilepsy With Hippocampal Sclerosis

We used the intracortical mouse model for mTLE-HS, described in detail by Bedner et al. (11), to elicit status epilepticus. In brief, the mice were anesthetized with a mixture of medetomidine (0.3 mg/kg, i.p.) and ketamine (40 mg/kg, i.p.) and kept on a heating blanket. For mice in the kainic acid group, kainate (70 nl, 20 mM, Tocris) was injected above the right hippocampus (= ipsilateral) by a Hamilton pipette (Hamilton Company, NV) at a depth of 1.7 mm at anteroposterior −2 mm, lateral +1.5 mm in relation to bregma. After the procedure, anesthesia was stopped with atipamezole (300 mg/kg, i.p.). Buprenorphine (0.1 mg/kg, s.c.) was applied at 4 and 12 h after the intervention. In order to ensure successful execution of technical procedures, only animals displaying convulsive seizures (Racine grade 5) within the first 4 h after termination of the procedures were included in further analysis. For sham animals, 0.9% NaCl was used instead of kainate for the intracortical injection.

### Tissue Collection and Pooling

Cervical dislocation was performed 24 h after status epilepticus, and hippocampi were extracted. Thereafter, each hemisphere was placed in a 2-ml polypropylene tube, instantly shock frozen in liquid nitrogen, and stored at −80°C. Left hippocampi (= contralateral) were pooled in 2-ml tubes from four (kainic acid group, *n* = 4; sham group, *n* = 4) or two (kainic acid group, *n* = 4; sham group, *n* = 4) mice prior to further processing. The number of mice amounted to eight per group (eight kainic acid and eight sham) and the number of biological samples to three per group (three samples in the kainic acid and three samples in the sham group). Tissue was kept on dry ice during pooling.

### Fluorescence-Activated Nuclear Sorting

Cell nuclei were sorted into NeuN+ nuclei (referred to as neurons) and NeuN– nuclei (referred to as glia) by a modified version of Jiang et al. (36) (for technical limitations and restrictions in interpretability, see *Limitations*). Hippocampi were placed on ice immediately after pooling, and 1 ml homogenization buffer was added. GentleMACS dissociator (Miltenyi) was used to homogenize the tissue. The homogenate was subsequently filtered through a 70-μm filter and debris removed by density gradient centrifugation using Debris Removal Solution (Miltenyi). Nuclear pellets were resuspended in 100 μl incubation buffer per 1 × 10^6^ nuclei and Anti-NeuN Alexa Fluor 488 (Merck Millipore) added (0.1 μg/ml per sample). The samples were incubated for 1 h on ice, protected from light. Adult mouse liver was used as a NeuN-negative control sample and processed in parallel with hippocampal tissue. The nuclei were sorted into NeuN+ and NeuN– fractions using a FACSAria (BD Biosciences), followed by centrifugation, and pellets were resuspended in lysis buffer for DNA and RNA isolation. For further details, see Supplementary Document.

### Isolation of DNA and Total RNA From Sorted Nuclei

MasterPure Complete DNA and RNA Purification Kit (Epicenter) was used to extract DNA from sorted nuclei. DNA purity was evaluated on NanoDrop and the DNA concentration assessed on Qubit (DNA HS assay). Total RNA was extracted using the mirVana miRNA Isolation Kit (Ambion) and RNA was up-concentrated with the RNA Clean & Concentrator-5 kit (Zymo Research). RNA integrity and concentration were analyzed on Bioanalyzer with the RNA Pico Kit (Agilent Technologies). For further details, see Supplementary Document.

### Reduced Representation Bisulfite Sequencing

A modified version of the gel-free protocol provided by Boyle et al. (37) was used for reduced representation bisulfite sequencing (RRBS) library preparation. Main changes comprised the inclusion of a two-sided size selection before bisulfite conversion and sample pooling after completion of single libraries. Libraries representing the contralateral and ipsilateral hemispheres were prepared and sequenced in parallel, and sequencing pools contained either 14 libraries run twice on NextSeq500 (50% PhiX spike-in, 75-bp single reads) or15 libraries sequenced over two lanes on HiSeq2500 (10% PhiX spike-in, 50-bp single reads). The library preparation procedure is described in detail in Supplementary Document.

### High-Throughput mRNA Sequencing

SMART-Seqv4 Ultra Low InputRNA Kit for Sequencing (Takara Bio) was used to amplify messenger RNA (mRNA) from total RNA, and the resulting complementary DNA (cDNA) was used as the input in library preparation with the ThruPlex DNAseq Kit (Rubicon Genomics). Libraries representing the contralateral and ipsilateral hemispheres were prepared and sequenced in parallel, and sequencing pools contained either 12 libraries sequenced on NextSeq500 (75-bp single reads) or 27 libraries sequenced over three lanes on HiSeq3000 (150-bp paired-end reads). Details regarding mRNA sequencing (mRNAseq) library preparation are given in Supplementary Document.

### Computational Methods

#### Bioinformatic Handling and Quality Control of mRNAseq Data

The mRNAseq reads were trimmed with Trim Galore! v0.4.3 and aligned by the Rsubread (the R interface of the Subread software) (38). Quality control of the BAM files was done with Picard/CollectRnaSeqMetrics. The featureCounts function of Rsubread was used for counting the number of reads mapping uniquely to each gene, based on the comprehensive gene annotation for mm10 in the GENCODE release M16 (www.gencodegenes.org/mouse/release_M16.html). Only reads aligning to mRNA regions were used in further analysis.

The expression levels (normalized counts) of a neuronal gene (*Rbfox3*), glial genes (*Aldh1l1, Cx3cr1*, and *Mbp*), as well as pericyte (*Pdgfrb*) and endothelial (*Pecam1*) genes were visualized to verify the enrichment of neurons and glia in the NeuN+ and NeuN– fractions. In order to validate our cell sorting procedures and discover outliers, a multidimensional scaling plot of the mRNAseq data was produced. For this, we used the edgeR function plotMDS to compute point coordinates, using the top 100 most variable genes, and ggplot2 (39) to produce the final plots.

#### Bioinformatic Handling and Quality Control of RRBS Data

The RRBS raw data underwent trimming with Trim Galore! v0.4.3, with parameters “–rrbs–illumina,” and quality control with FastQC. Alignment was done with Bismark v0.20 (powered by Bowtie2) using the mouse genome mm 10 as reference. The Picard tool CollectRrbsMetrics v2.18.15 was used for quality control of the BAM files.

An MDS plot of the RRBS data set was produced in a similar fashion to the mRNAseq, using the 100 most variable loci.

The bisulfite conversion rates were estimated in two ways. Firstly, by Picard/CollectRrbsMetrics, which measures the conversion of non-CpG cytosines. This statistic may be unreliable in neurons, where the methylation of non-CpG cytosines occurs with non-negligible frequency. To account for this, we also performed an alternative estimate of the conversion rates directly from the untrimmed fastq files, targeting the (unmethylated) cytosines added in the end-repair step of the RRBS preparation (private bash script). Samples whose conversion rate estimates were below 98% in both methods were excluded.

#### Annotation

Coordinates of the genes, exons, and introns were obtained from the M16 release of GENCODE's comprehensive annotation, restricted to autosomal genes. Annotation of CpG sites was performed with the R package annotatr (40), supplying details of the gene regions overlapping each CpG. In particular, promoter regions were defined as the 1-kb segments upstream of the transcription start sites, and upstream regions were defined as ranging from −5 to −1 kb relative to the transcription start sites.

#### Analysis of Differential Gene Expression

Analysis of differential gene expression between the kainic acid group and the sham group samples was performed with the R package edgeR (41). Preparatory steps included removal of genes without the official HGNC symbol, removal of genes with a low read count (determined by the edgeR function filterByExpr with default parameters), and normalization adjusting for different library sizes (done with calcNormFactors). The differential gene expression analysis followed a standard edgeR workflow based on a quasi-likelihood negative binomial generalized log-linear model fitted to the count data. Data from glial and neuronal cells were analyzed separately. The significance threshold was set to a false discovery rate (FDR) of 25%.

#### Analysis of Differential DNA Methylation

Loci exhibiting differential DNA methylation between the kainic acid group and the sham group samples were identified with edgeR, following a workflow for RRBS data recently published by the edgeR authors (42). In brief, this treats the methylated and unmethylated counts at each locus as independent variables following a negative binomial distribution. As for differential gene expression, the differential DNA methylation analysis was carried out separately for neuronal and glial cells, with a FDR of 25% as the significance threshold. Preparatory steps included removing all CpG sites where more than 10% of the samples had either very low coverage (< 8 reads) or very high coverage (>99.5 quantile across all sites and samples). In addition to the a standard differential DNA methylation analysis of individual CpG sites, aggregated analyses were performed for various genomic regions defined by the gene annotation, including upstream segments, promoters, UTR5's, exons, introns, gene bodies (i.e., the union of all exons and introns of a specific gene), and UTR3's. For the aggregated analysis, the input was the mean counts across all the covered CpGs within the region.

#### Combined Differential Gene Expression and Differential DNA Methylation Analysis

In order to identify genes for which both gene expression and DNA methylation differed significantly between the kainic acid group and sham group, a combined analysis of differential gene expression and (aggregated = differentially methylated regions) differential DNA methylation was performed for each genomic feature. For each feature type (upstream, promoter, UTR5, exon, intron, gene body, and UTR3), only the genes surviving filters in the corresponding aggregated differential DNA methylation data set were kept and used as inputs in a new differential gene expression analysis. Co-incidence of differential gene expression and differential DNA methylation was declared for features surviving a FDR cutoff of 25% in both analyses.

#### Functional Enrichment Analysis

Enrichment analyses of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were performed with the goana and kegga functions of edgeR, with the parameter species = “Mm”.

### Selection of Relevant Gene Ontology and Kyoto Encyclopedia of Genes and Genomes Terms

Epileptogenesis-relevant GO and KEGG terms in neurons and glia were selected manually among the complete lists of respective terms in Supplementary Table (sheets 2, 3, 5, 6, 22, 23, 25, and 26) based on reviews on the subject (4, 15) and personal knowledge.

## Results

A systematic overview of all data is given in Figure 2.

**Figure 2:**
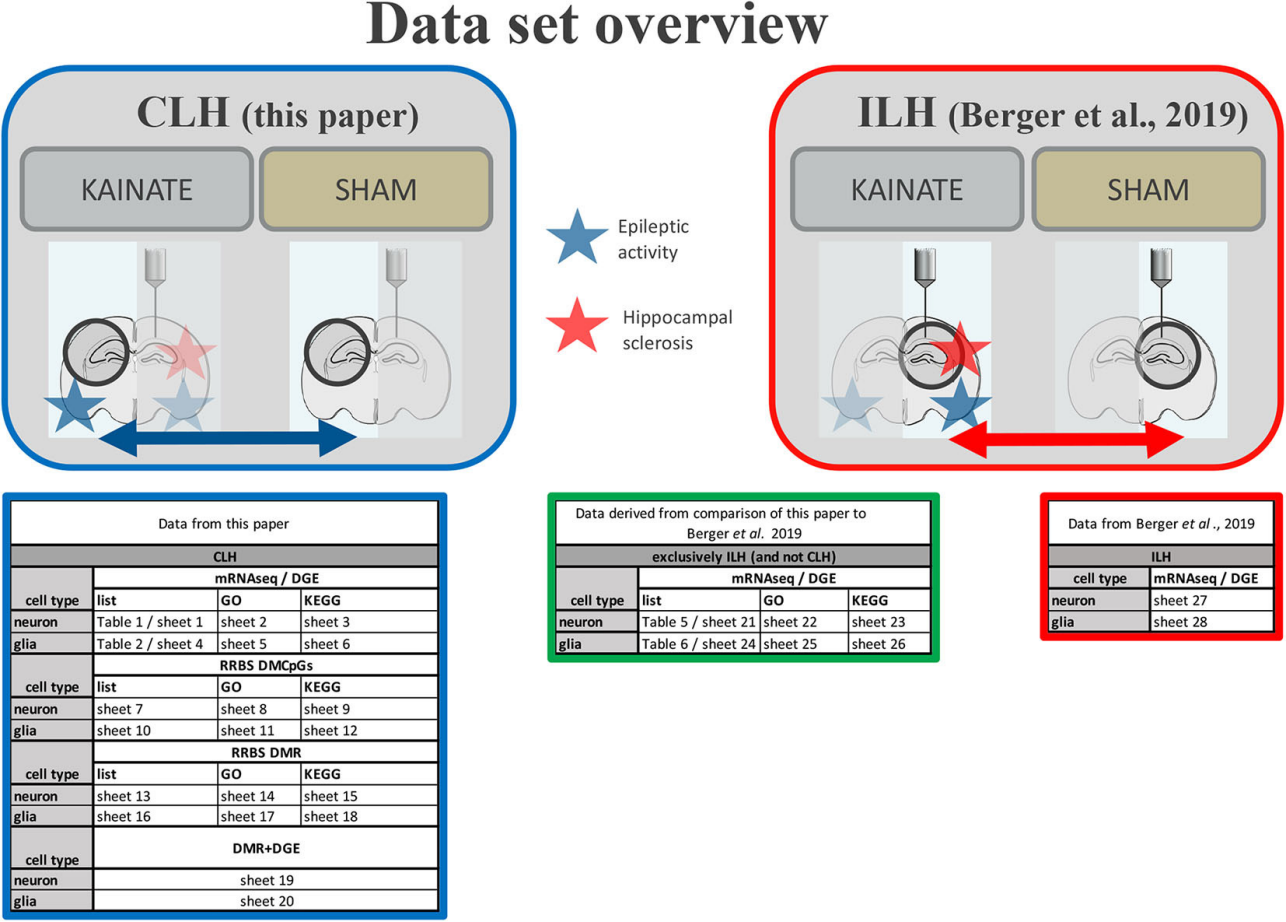
Data set overview. Overview of provided data in paper (Tables 1, 2, etc.) and Supplementary Table (sheets 1, 2, etc.) from the CLH (comparison of the contralateral hippocampi of the kainic acid group *vs*. sham group) and the ILH (comparison of the ipsilateral hippocampi of the kainic acid group *vs*. sham group as in Berger et al. (22).

### Quality Control

The bisulfite conversion rates of the included samples were above 98% (Supplementary Figure 1). The multidimensional scaling plots for RRBS and mRNAseq (Supplementary Figure 2) clearly distinguished NeuN+ (referred to as neurons) and NeuN– (referred to as glia) fractions. 

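On the multidimensional scaling of the 11 mRNAseq libraries by the 100 genes with the largest pairwise differences, dimension 1 held 41.2% of the variation and dimension 2 held 18.4%. The neuron libraries lay between -3.13 and -0.867 on dimension 1 and the glia libraries between 1.18 and 3.68, which left a gap of 2.04 between the cell types. With 500 genes in place of 100, this gap was 1.64. On dimension 2, kainate and sham libraries of one cell type overlapped. Kainate neurons ranged from -1.30 to 0.875 and sham neurons from -1.92 to 0.412, while kainate glia ranged from -1.45 to 2.00 and sham glia from -2.75 to 1.99. The 4 libraries of replicate 1 were the lowest on this dimension, from -2.75 to -1.30, and the libraries of replicates 2 and 3 lay from 0.345 upward. Compared by number within a cell type, after the data were seen, the kainate library lay above its sham library on dimension 2 in 5 of 5 pairs. The differences were 0.00776 to 1.30. With 500 genes and the axis turned to match, this held in 3 of 5 pairs. The scaling is a description without a test.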

As shown in the normalized mRNAseq plots (Supplementary Figure 3), the NeuN+ fraction was enriched for neuronal mRNA and the NeuN– fraction for glial mRNA. 

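Over both treatments, 6836 genes had higher and 8323 lower normalized counts in NeuN+ than in NeuN– nuclei at FDR below 0.25, and 24313 genes in all with the pool as a block. With the replicate number as a block within each cell type, the contrast is the difference at replicate 1 and not the mean over replicates. It is therefore no check of the numbers above. There, 8902 genes were higher and 7003 lower, and 11341 of the 15159 genes were among them. The neuronal marker Rbfox3 reached 229 ± 43.0 (SD, n = 3) CPM in NeuN+ and 31.2 ± 6.99 (n = 2) in NeuN– nuclei of sham mice, and its log2 fold change between the fractions over both treatments was 2.72 (standard error 0.30, FDR = 3.9e-05). Markers of oligodendrocytes, microglia, pericytes and astrocytes were lower in NeuN+ nuclei. The log2 fold change was -4.34 for Mbp, -5.60 for Cx3cr1, -2.29 for Pdgfrb and -2.19 for Aldh1l1, with FDRs from 3.3e-05 to 0.00185. The annotated span of Cx3cr1 overlaps that of several genes, among them Csrnp1, which rose after kainate, so its counts are not those of a gene that stands alone. The endothelial marker Pecam1 had low counts, 2.76 ± 1.82 (n = 3) in NeuN+ and 5.43 ± 3.61 (n = 2) in NeuN– nuclei of sham mice, and a log2 fold change of -1.12 (standard error 0.52, FDR = 0.168). For Pecam1, the FDR over 23 other settings ranged from 0.000177 to 0.513, and it was above 0.25 without kainate neurons replicate 1 or 2, sham neurons replicate 1 or sham glia replicate 3. Without the last of these, the log2 fold change of Pecam1 in NeuN+ against NeuN- nuclei was -0.65. None of these 6 markers differed between kainate and sham within a fraction at FDR below 0.25, while the block called Mbp in glia (FDR = 0.000224) and Aldh1l1 in neurons (FDR = 0.124).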

For further details regarding quality control of the differential gene expression and differential DNA methylation data, see Supplementary Document.

### Differential Gene Expression in the Hippocampus Contralateral to Kainate Injection

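The mRNAseq data behind the comparison were collected from 8 mice with kainate (70 nl, 20 mM) injected above the right hippocampus and 8 sham mice given 0.9% NaCl. The left hippocampi, taken after 24 h, were pooled into 3 samples per treatment, and the nuclei of each pool were sorted by the neuronal protein NeuN into NeuN+ nuclei (neurons) and NeuN– nuclei (glia). The protocol deposited with the samples speaks of right hippocampi, whereas the sample titles and the paper give the left side, which is used here. The paper states that 1 sham glia sample failed in preparation, so 11 libraries remain, 3 each of kainate neurons, sham neurons and kainate glia and 2 of sham glia. Of these, kainate glia replicate 2 and sham glia replicate 1 were made from about 0.05 ng of RNA with 15 PCR cycles, and the other 9 libraries from 1 ng with 10 cycles. The authors trimmed the reads, aligned them to the mouse genome (mm10) and counted uniquely mapping reads on the genes of GENCODE release 16 with featureCounts. The deposited values are these counts, without normalization. Total counts ranged from 19391118 to 45428465 in kainate neurons (median 20812104), from 21282859 to 34995607 in sham neurons (median 30645543) and from 18471055 to 24732499 in kainate glia (median 22293443). The sham glia libraries held 20545699 and 12058875 counts. The paper gives the depth as gigabases of aligned data, and the values here use the counts. The reads carry no molecular identifiers, so counting precision overstates the number of independent molecules.
From the 53379 genes of the deposited counts, 105 without a symbol were left out, and edgeR's filterByExpr with its default parameters kept 40714. Counts were normalized by the trimmed mean of M values (TMM), and 1 quasi-likelihood model in edgeR was fitted to all libraries with a mean per treatment and cell type. Genes are called differentially expressed at a false discovery rate (FDR) below 0.25 by the Benjamini-Hochberg method, the paper's threshold. Normalized counts are given as CPM (counts scaled to a common total) as mean ± SD, and each FDR is the adjusted p of edgeR's quasi-likelihood test unless another tool is named. Each library was also left out in turn, in 11 further fits. Without sham glia replicate 1 or 3, 1 sham glia library remains, so the glia calls of those fits rest on a single sham library.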

For the analysis of differentially expressed genes, mouse hippocampi contralateral to the kainate injection site were compared to the corresponding hippocampi of sham (saline)-treated animals 24 h post-injection. Differential gene expression was measured in neurons and glia separately. 

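In the CLH, 64 genes were upregulated and 3 downregulated in kainate neurons against sham neurons, a ratio of 21.3. At FDR below 0.05, 8 genes were upregulated and 0 downregulated. Before adjustment, 594 genes rose and 255 fell at p below 0.05. For all 67 genes called, every kainate library lay on one side of every sham library. This held for 7.86% of all genes tested, where chance gives 10% if libraries vary independently. Kainate and sham neuron libraries with one number correlated by 0.643, 0.161 and 0.491 after group means were removed. The 10% is therefore not a firm baseline. The log2 fold changes of the upregulated genes ranged from 1.46 to 6.32, with a median of 2.46. Cd1d1 (ENSMUSG00000028076, chromosome 3, 86995834 to 86999441) had the smallest p, with 72.0 ± 17.9 normalized CPM in kainate and 4.21 ± 0.647 in sham neurons (n = 3 each) and a log2 fold change of 4.10 (standard error 0.37, FDR = 0.00137). Cd1d1 has a near-identical copy, Cd1d2, with which it can share reads. Sdc1 rose with a log2 fold change of 4.58 (standard error 0.47, FDR = 0.00231), and Col27a1 with 3.80 (standard error 0.49, FDR = 0.0247). Socs3 rose in neurons by 4.47 (standard error 0.43, FDR = 0.00143). Cd1d1, Sdc1, Col27a1 and Socs3 were called in neurons under each of 23 other settings. The interaction of treatment and cell type was not called for Sdc1 (difference 3.03, FDR = 1) or Col27a1 (difference 4.04, FDR = 0.534), although neither gene was called in glia, where the block called Sdc1 (FDR = 0.0032). The replicate block calls both interactions (difference 3.19, FDR = 2.99e-06 for Sdc1, and 4.32, FDR = 1.04e-13 for Col27a1, the smallest p of all genes). The 3 downregulated genes were Capn3, with a log2 fold change of -1.89 (standard error 0.37, FDR = 0.160), Plcg2, with -1.55 (standard error 0.32, FDR = 0.204), and Ogn, with -2.44 (standard error 0.51, FDR = 0.210). None of these 3 was called without any 1 of the 6 neuron libraries, nor without kainate glia replicate 2, and Plcg2 was not called without kainate glia replicate 1 either. In these fits the FDR reached 0.911 for Capn3 in neurons, 1 for Plcg2 and 0.908 for Ogn in neurons. The interaction was not called for any of the 3 (FDR = 1 each), and under the block it was called for Plcg2 (FDR = 0.0312) and Ogn (FDR = 0.0583) and not for Capn3 (FDR = 0.649).
The replicate number as a block moved the counts most, to 1299 upregulated and 773 downregulated genes, which include all 67. Leaving out 1 library changed the number of upregulated genes to 30, 13 or 24 without kainate neurons replicate 1, 2 or 3, to 5 without sham neurons replicate 2, to 5 without sham neurons replicate 3, to 25 without kainate glia replicate 2, and to 153 or 160 without sham glia replicate 1 or 3. The number of downregulated genes was 0 without kainate neurons replicate 2 or 3, any sham neuron library or kainate glia replicate 2, and it rose to 9, 13, 16 and 16 without kainate glia replicate 1, kainate glia replicate 3, sham glia replicate 1 and sham glia replicate 3. The glia libraries enter because all groups share the estimate of the spread. All 131 genes of Table 1 were tested, and each changed in the direction the table gives with an unadjusted p below 0.05. Of these, 61 were called, and all 131 with the block.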

In neurons, 115 genes were upregulated and 16 downregulated (ratio of upregulated to downregulated genes, 7.19) (Table 1 and Supplementary Table, sheet 1). 

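In glia, 38 genes were upregulated and 3 downregulated in the CLH, a ratio of 12.7. At FDR below 0.05, 1 gene was upregulated and 0 were downregulated. Before adjustment, 551 genes rose and 283 fell at p below 0.05. All 41 genes called separated the 3 kainate from the 2 sham glia libraries, as did 8.22% of all genes tested. Chance gives 20% if libraries vary independently. Kainate and sham glia libraries with one number correlated by 0.760 and 0.787 after group means were removed, so the 20% is not a firm baseline. The upregulated genes had log2 fold changes from 1.82 to 5.67 with a median of 3.38. The 5 with the smallest p were Socs3, Tubb6, Fos, Myc and Tm4sf1. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) had 96.8 ± 22.7 (n = 3) normalized CPM in kainate and 12.8 ± 4.17 (n = 2) in sham glia, a log2 fold change of 2.92 (standard error 0.43, FDR = 0.0763). Tm4sf1 had 116 ± 57.5 and 6.18 ± 0.792, a log2 fold change of 4.22 (standard error 0.64, FDR = 0.0763). Neither was called without kainate glia replicate 2 (FDR = 0.260 for both) or sham glia replicate 1, where the FDR was 0.326 for Myc in glia and 0.345 for Tm4sf1 in glia. The 3 downregulated genes were Nat8f4, with a log2 fold change of -2.18 (standard error 0.40, FDR = 0.142), Nwd1, with -2.27 (standard error 0.45, FDR = 0.227), and Gdpd2, with -2.43 (standard error 0.49, FDR = 0.228). None of the 3 was called without kainate neurons replicate 2, sham neurons replicate 2 or 3, kainate glia replicate 2 or sham glia replicate 1. Nat8f4 was also lost without kainate glia replicate 1, Gdpd2 without kainate neurons replicate 1 or 3 or sham neurons replicate 1, and Nwd1 without kainate neurons replicate 1 or 3 or kainate glia replicate 1 or 3. The highest FDR in these fits was 0.980 for Nat8f4 in glia and 1 for Nwd1 and Gdpd2. The interaction was not called for Myc, Tm4sf1, Nat8f4, Nwd1 or Gdpd2 (FDR = 1 each), and under the block it was called for all 5, with FDRs from 2.65e-05 for Gdpd2 to 0.0177 for Myc.
With the replicate number as a block, 1194 genes were upregulated and 1163 downregulated in glia, which include all 41. An edgeR fit of the glia libraries alone called 0 genes, while DESeq2 on all libraries called 147 upregulated and 33 downregulated genes. The fit without sham glia replicate 3 keeps 1 sham glia library, replicate 1, made from about 0.05 ng of RNA. Its glia calls are therefore not read as kainate effects. Upregulated genes fell to 1 without sham glia replicate 1, to 5 without kainate glia replicate 2, to 14 without kainate glia replicate 1, and to 19, 25 and 22 without kainate neurons replicate 2, sham neurons replicate 2 and sham neurons replicate 3. Downregulated genes were 1 without kainate neurons replicate 1, 1 without kainate neurons replicate 3, and 0 without kainate neurons replicate 2, sham neurons replicate 2 or 3, kainate glia replicate 2 or sham glia replicate 1. Each of the 96 genes of Table 2 was tested and moved in the direction the table gives, with an unadjusted p below 0.05. Of these, 39 were called, and all 96 with the block.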

In glia, 74 genes were upregulated and 22 downregulated (ratio of upregulated to downregulated genes, 3.36) (Table 2 and Supplementary Table, sheet 4). We found an overlap of 27 genes differentially expressed in both neurons and glia. All of these were upregulated in both cell types. 

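The genes called in both neurons and glia were Atf3, Ccl12, Fos, Gadd45g, Ier2, Odc1, Ptx3, Sbno2, Socs3 and Timp1. All 10 were upregulated in both, where 0.0675 genes would be shared by lists of these sizes drawn independently. The lists are not fully independent, since the NeuN+ and NeuN– nuclei with one number come from one pool of hippocampi. The block fit shared 673 genes. Of these, 415 were upregulated and 202 downregulated in both cell types, and 56 changed in opposite directions. Under the other tools and filters, the number of shared genes was 59 by DESeq2, 26 among genes with a CPM of at least 1 in 3 libraries, 21 with edgeR's newer method, 4 with low input as a covariate, 1 without both low-input libraries and 0 with a separate fit per cell type, and at FDR below 0.05 it was 1. Among genes with an Entrez Gene ID, a set chosen after seeing the data, it was 38. It was 5, 2 and 4 without kainate neurons replicate 1, 2 and 3, 1 without sham neurons replicate 2, 1 without sham neurons replicate 3, 6, 2 and 19 without kainate glia replicate 1, 2 and 3, 1 without sham glia replicate 1 and 61 without sham glia replicate 3. All 27 genes shared by the paper's lists rose in both cell types here with an unadjusted p below 0.05 in each, and 9 of them were called in both and 22 in at least 1 cell type. Beyond the shared genes, 46 of the 57 genes called in neurons alone changed in the same direction in glia, 29 of them at an unadjusted p below 0.05. Conversely, 27 of the 31 genes called in glia alone changed in the same direction in neurons, 15 of them at an unadjusted p below 0.05.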

Comprehensive results from the GO term analysis and KEGG pathway analysis can be found in Supplementary Table (sheets 2, 3, 5, and 6). 

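Behind the 10 KEGG pathways that Table 3 lists for upregulated genes in neurons stand 27 genes, by the gene names given for these pathways in the Supplementary Table. All 27 had higher normalized counts in kainate than in sham neurons with an unadjusted p below 0.05, and every kainate library lay above every sham library. Their log2 fold changes ranged from 1.29 to 4.58 with a median of 2.29, and 12 of them were called at FDR below 0.25 here, namely Acvr1c, Ccl12, Clcf1, Fos, Fosb, Gadd45g, Gipr, Inhba, Sdc1, Socs3, Sv2c and Tnc. The pathway with the most genes was cytokine-cytokine receptor interaction, with 8 genes, a median log2 fold change of 2.22 and 4 genes called. The VEGF signaling pathway was listed through 2 genes, and neither was called. The 3 pathways listed for downregulated genes rest on 3 genes with log2 fold changes from -1.82 to -1.55, of which Plcg2 was called. In glia, the 11 pathways of Table 4 hold 23 upregulated genes with log2 fold changes from 1.69 to 5.67 and a median of 3.33. All 23 separated the kainate from the sham libraries, and 13 were called, Ccl12, Ccl2, Cd44, Fos, Gadd45b, Gadd45g, Hspb1, Itga5, Junb, Myc, Socs3, Sphk1 and Tnfrsf12a. The TNF signaling pathway held 7 of these genes, with a median log2 fold change of 4.34 and 5 genes called. Many pathways share genes, with Fos alone in several, so the counts per pathway are not independent. The genes were drawn from the paper's own lists on these libraries, and no enrichment was recomputed. The replicate block calls each of them, since it calls every gene of Tables 1 and 2.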

Selected results considered relevant for epileptogenesis are listed in Table 3 for neurons and Table 4 for glia cells.

**Table 1:** Differentially expressed genes in neurons in the contralateral hippocampus (CLH) at 24 h after kainate-induced status epilepticus.

**Gene symbol**	**logFC**	**FDR**	**Gene description**
**UPREGULATED GENES (*****N*** **=** **115)**			
**Sdc1**	**4.79**	**0.00**	**Syndecan 1**
Socs3	4.34	0.00	Suppressor of cytokine signaling 3
Cd1d1	3.99	0.00	CD1d1 antigen
**Col27a1**	**3.87**	**0.00**	**Collagen, type XXVII, alpha 1**
**Gal**	**6.07**	**0.00**	**Galanin**
Inhba	3.64	0.00	Inhibin beta-A
Lhfp	1.96	0.01	Lipoma HMGIC fusion partner
Ccn4	2.51	0.01	Cellular communication network factor 4
Tnc	2.27	0.01	Tenascin C
Megf11	2.17	0.01	Multiple EGF-like-domains 11
Nptx2	3.47	0.01	Neuronal pentraxin 2
Gipr	3.98	0.01	Gastric inhibitory polypeptide receptor
Pmepa1	2.54	0.01	Prostate transmembrane protein, androgen induced 1
**Parp3**	**3.47**	**0.01**	**Poly (ADP-ribose) polymerase family, member 3**
**Nedd9**	**1.72**	**0.02**	**Neural precursor cell expressed, developmentally downregulated gene 9**
Egr2	2.62	0.02	Early growth response 2
Fosb	3.36	0.02	FBJ osteosarcoma oncogene B
Crispld2	2.96	0.02	Cysteine-rich secretory protein LCCL domain containing 2
Pros1	2.71	0.03	Protein S (alpha)
Vim	3.14	0.03	Vimentin
Rgs4	2.58	0.03	Regulator of G-protein signaling 4
Prss23	2.39	0.03	Protease, serine 23
Ptgs2	2.89	0.04	Prostaglandin-endoperoxide synthase 2
Trh	6.51	0.04	Thyrotropin-releasing hormone
Sik1	2.08	0.04	Salt inducible kinase 1
Tll1	3.71	0.04	Tolloid-like
Fgl2	2.53	0.04	Fibrinogen-like protein 2
**Fos**	**2.99**	**0.04**	**FBJ osteosarcoma oncogene**
Adgrf4	2.41	0.05	Adhesion G protein-coupled receptor F4
Bag3	2.04	0.05	BCL2-associated athanogene 3
**Arc**	**2.12**	**0.06**	**Activity regulated cytoskeletal-associated protein**
Csrnp1	2.45	0.06	Cysteine–serine-rich nuclear protein 1
Angptl4	2.41	0.06	Angiopoietin-like 4
Ccl12	3.71	0.07	Chemokine (C-C motif) ligand 12
1700071M16Rik	1.92	0.07	1700071M16Rik
Fam129b	1.48	0.07	Family with sequence similarity 129, member B
Cemip2	1.68	0.07	Cell migration inducing hyaluronidase 2
Bmp3	2.11	0.07	Bone morphogenetic protein 3
Trib1	2.01	0.09	Tribbles pseudokinase 1
Rara	1.84	0.09	Retinoic acid receptor, alpha
Syndig1l	1.95	0.09	Synapse differentiation inducing 1 like
Dmp1	2.01	0.09	Dentin matrix protein 1
Cdk18	2.34	0.09	Cyclin-dependent kinase 18
Trib2	1.81	0.09	Tribbles pseudokinase 2 (Source: MGI symbol)
Gadd45g	2.14	0.09	Growth arrest and DNA-damage-inducible 45 gamma
Serinc2	1.99	0.09	Serine incorporator 2
Vgf	2.20	0.09	VGF nerve growth factor inducible
Tpbg	1.70	0.09	Trophoblast glycoprotein
Sulf1	1.39	0.10	Sulfatase 1
Srxn1	1.89	0.10	Sulfiredoxin 1 homolog
Acvr1c	2.22	0.10	Activin A receptor, type IC
Timp1	3.26	0.11	Tissue inhibitor of metalloproteinase 1
Ptx3	3.28	0.11	Pentraxin-related gene
Gpr3	1.93	0.11	G-protein-coupled receptor 3
Homer1	1.66	0.12	Homer scaffolding protein 1
Clcf1	2.67	0.12	Cardiotrophin-like cytokine factor 1
Cd1d2	3.31	0.12	CD1d2 antigen
Pappa	2.35	0.13	Pregnancy-associated plasma protein A
C2cd4b	2.39	0.14	C2 calcium-dependent domain containing 4B
Atf3	3.58	0.14	Activating transcription factor 3
Fndc9	2.91	0.14	Fibronectin type III domain containing 9
Acan	1.68	0.14	Aggrecan
Sbno2	1.99	0.16	Strawberry notch 2
Stk40	1.60	0.16	Serine/threonine kinase 40
Trip10	1.61	0.16	Thyroid hormone receptor interactor 10
Nfkbie	2.08	0.16	Nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, epsilon
Anxa2	2.29	0.16	Annexin A2
Sphk1	2.41	0.16	Sphingosine kinase 1
Serpina3n	1.99	0.16	Serine (or cysteine) peptidase inhibitor, clade A, member 3N
Gfra1	1.63	0.16	Glial cell line derived neurotrophic factor family receptor alpha 1
Rasl11a	1.57	0.16	RAS-like, family 11, member A
Ier5	1.84	0.16	Immediate early response 5
Dgat2l6	3.38	0.16	Diacylglycerol *O*-acyltransferase 2-like 6
Hpgd	1.88	0.16	Hydroxyprostaglandin dehydrogenase 15 (NAD)
Pear1	3.10	0.16	Platelet endothelial aggregation receptor 1
Kif18a	1.63	0.16	Kinesin family member 18A
Prex1	1.98	0.16	Phosphatidylinositol-3,4,5-trisphosphate-dependent Rac exchange factor 1
Plpp4	1.97	0.16	Phospholipid phosphatase 4
Adamts6	1.66	0.16	A disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif 6
**Dusp5**	**1.74**	**0.16**	**Dual specificity phosphatase 5**
Col5a3	1.99	0.18	Collagen, type V, alpha 3
Tnfrsf12a	2.04	0.18	Tumor necrosis factor receptor superfamily, member 12a
Ier2	2.09	0.18	Immediate early response 2
Tgfbr2	1.52	0.18	Transforming growth factor, beta receptor II
**Ptgs1**	**2.04**	**0.18**	**Prostaglandin-endoperoxide synthase 1**
Cdkn1a	2.41	0.18	Cyclin-dependent kinase inhibitor 1A
Cgref1	1.67	0.19	Cell growth regulator with EF hand domain 1
Arl4d	2.01	0.19	ADP-ribosylation factor-like 4D
Pipox	2.07	0.19	Pipecolic acid oxidase
Fosl2	1.62	0.19	Fos-like antigen 2
Pik3r6	1.76	0.20	Phosphoinositide-3-kinase regulatory subunit 5
Ccn1	2.26	0.20	Cellular communication network factor 1
Ltbp1	1.67	0.20	Latent transforming growth factor beta binding protein 1
Btg2	1.74	0.20	BTG anti-proliferation factor 2
Prlr	2.08	0.20	Prolactin receptor
Zfp36	2.22	0.20	Zinc finger protein 36
Efemp2	1.49	0.20	Epidermal growth factor-containing fibulin-like extracellular matrix protein 2
Rasa4	1.91	0.21	RAS p21 protein activator 4
Cd300lb	6.27	0.21	CD300 molecule like family member B
Sv2c	2.18	0.21	Synaptic vesicle glycoprotein 2c
Bdnf	1.78	0.21	Brain derived neurotrophic factor
Medag	2.15	0.21	Mesenteric estrogen-dependent adipogenesis
Mt1	2.12	0.21	Metallothionein 1
S100a10	1.93	0.21	S100 calcium binding protein A10
**Npy**	**2.23**	**0.23**	**Neuropeptide Y**
Notch1	1.80	0.24	Notch 1
Sstr2	2.15	0.24	Somatostatin receptor 2
Rbms1	1.40	0.24	RNA binding motif, single-stranded interacting protein 1
F2r	1.45	0.24	Coagulation factor II (thrombin) receptor
Chst5	1.77	0.24	Carbohydrate (*N*-acetylglucosamine 6-*O*) sulfotransferase 5
Msn	2.05	0.24	Moesin
**Mfap4**	**1.70**	**0.24**	**Microfibrillar-associated protein 4**
Adra1a	1.54	0.25	Adrenergic receptor, alpha 1a
Emp1	2.12	0.25	Epithelial membrane protein 1
Gadd45b	2.45	0.25	Growth arrest and DNA-damage-inducible 45 beta
**DOWNREGULATED GENES (*****N*** **=** **16)**			
Cxcl12	−1.88	0.04	Chemokine (C-X-C motif) ligand 12
Fbxl7	−1.43	0.06	F-box and leucine-rich repeat protein 7
Ogn	−2.54	0.06	Osteoglycin
Plk5	−2.54	0.10	Polo like kinase 5
Capn3	−2.00	0.11	Calpain 3
Atad2	−1.19	0.13	ATPase family, AAA domain containing 2
Pde7b	−1.51	0.16	Phosphodiesterase 7B
Prtg	−1.49	0.18	Protogenin
Per3	−1.45	0.19	Period circadian clock 3
Cys1	−1.52	0.19	Cystin 1
Smo	−1.76	0.20	Smoothened, frizzled class receptor
Gm12216	−1.50	0.21	Gm12216
Stxbp6	−1.47	0.24	Syntaxin binding protein 6
Cd34	−1.54	0.24	CD34 antigen
Plcg2	−1.54	0.24	Phospholipase C, gamma 2
Aqp11	−1.39	0.25	Aquaporin 11

*Differentially expressed genes in neurons in the contralateral hippocampus (FDR < 0.25)*.

*logFC, log fold change; FDR, false discovery rate*.

**Table 2:** Differentially expressed genes in glia in the contralateral hippocampus (CLH) at 24 h after kainate-induced status epilepticus.

**Gene symbol**	**logFC**	**FDR**	**Gene description**
**UPREGULATED GENES (*****N*** **=** **74)**			
**Socs3**	**5.55**	**0.00**	**Suppressor of cytokine signaling 3**
**Fos**	**5.82**	**0.00**	**FBJ osteosarcoma oncogene**
Serpina3n	4.19	0.00	Serine (or cysteine) peptidase inhibitor, clade A, member 3N
Cebpd	2.82	0.01	CCAAT/enhancer binding protein delta
Tnfrsf12a	3.85	0.01	Tumor necrosis factor receptor superfamily, member 12a
**Gadd45b**	**5.36**	**0.01**	**Growth arrest and DNA-damage-inducible 45 beta**
Emp1	4.30	0.01	Epithelial membrane protein 1
Ier5l	2.81	0.01	Immediate early response 5-like
S1pr3	3.68	0.01	Sphingosine-1-phosphate receptor 3
Egr1	4.17	0.01	Early growth response 1
Timp1	5.61	0.01	Tissue inhibitor of metalloproteinase 1
Egr2	3.11	0.01	Early growth response 2
**Tubb6**	**3.24**	**0.01**	**Tubulin, beta 6 class V**
Cd44	3.89	0.01	CD44 antigen
**Gadd45g**	**3.13**	**0.02**	**Growth arrest and DNA-damage-inducible 45 gamma**
Ccl2	3.28	0.02	Chemokine (C-C motif) ligand 2
Junb	3.68	0.02	Jun B proto-oncogene
Ptx3	5.09	0.02	Pentraxin related gene
Fosb	3.92	0.02	FBJ osteosarcoma oncogene B
Tm4sf1	4.35	0.02	Transmembrane 4 superfamily member 1
Sphk1	3.78	0.02	Sphingosine kinase 1
Gm3448	2.79	0.02	Predicted gene 3448
Ccl12	4.33	0.02	Chemokine (C-C motif) ligand 12
Vgf	3.00	0.02	VGF nerve growth factor inducible
Fstl4	2.60	0.03	Follistatin-like 4
Myc	2.84	0.03	Myelocytomatosis oncogene
Itga5	3.38	0.03	Integrin alpha 5 (fibronectin receptor alpha)
Cebpb	2.35	0.03	CCAAT/enhancer binding protein (C/EBP), beta
Arid5a	2.05	0.03	AT rich interactive domain 5A (MRF1-like)
Ier3	2.61	0.04	Immediate early response 3
Thbd	2.01	0.04	Thrombomodulin
Adamts1	2.86	0.05	A disintegrin-like and metallopeptidase with thrombospondin type 1 motif, 1
**Ecm1**	**2.09**	**0.05**	**Extracellular matrix protein 1**
Sbno2	2.62	0.05	Strawberry notch 2
Slc39a14	2.19	0.05	Solute carrier family 39 member 14
Hmga1b	2.22	0.05	High mobility group AT-hook 1B
Il1r1	1.90	0.06	Interleukin 1 receptor, type I
Klk9	3.35	0.06	Kallikrein related-peptidase 9
**Dusp5**	**2.25**	**0.07**	**Dual specificity phosphatase 5**
Ucn2	5.70	0.08	Urocortin 2
Gpr151	3.15	0.08	G protein-coupled receptor 151
Ier2	2.71	0.08	Immediate early response 2
Mafk	2.96	0.08	V-maf musculoaponeurotic fibrosarcoma oncogene family, protein K
Csrnp1	2.60	0.08	Cysteine–serine-rich nuclear protein 1
Itga7	1.74	0.09	Integrin alpha 7
Fosl2	2.05	0.10	Fos-like antigen 2
Bcl3	5.25	0.10	B cell leukemia/lymphoma 3
Atf3	4.24	0.12	Activating transcription factor 3
Fosl1	2.36	0.13	Fos-like antigen 1
Hmga1	2.49	0.13	High mobility group AT-hook 1
Loxl1	2.05	0.13	Lysyl oxidase-like 1
Mchr1	2.23	0.13	Melanin-concentrating hormone receptor 1
Kdm6b	1.71	0.13	KDM1 lysine (K)-specific demethylase 6B
Odc1	1.90	0.13	Ornithine decarboxylase, structural 1
Cd244a	2.96	0.13	CD244 molecule A
Msr1	3.59	0.15	Macrophage scavenger receptor 1
Sv2c	2.70	0.15	Synaptic vesicle glycoprotein 2c
Tma16	1.82	0.16	Translation machinery associated 16
C2cd4b	2.69	0.16	C2 calcium-dependent domain containing 4B
Egr4	2.41	0.16	Early growth response 4
Hspb1	3.46	0.17	Heat shock protein 1
Tnc	1.67	0.17	Tenascin C
Srxn1	1.92	0.17	Sulfiredoxin 1 homolog
Ahnak2	2.75	0.17	AHNAK nucleoprotein 2
Wwtr1	1.64	0.17	WW domain containing transcription regulator 1
Gpr3	2.00	0.18	G-protein coupled receptor 3
Zfp36	2.57	0.18	Zinc finger protein 36
Trib1	1.95	0.18	Tribbles pseudokinase 1
Il11	2.88	0.21	Interleukin 11
Rhoj	2.62	0.21	Ras homolog family member J
Hcar2	3.17	0.21	Hydroxycarboxylic acid receptor 2
Cdh22	2.02	0.24	Cadherin 22
Pvr	1.49	0.25	Poliovirus receptor
Slc7a1	1.23	0.25	Solute carrier family 7 member 1
**DOWNREGULATED GENES (*****N*** **=** **22)**			
Nat8f4	−2.30	0.01	*N*-acetyltransferase 8 (GCN5-related) family member 4
Hapln1	−2.80	0.03	Hyaluronan and proteoglycan link protein 1
Aifm3	−2.17	0.03	Apoptosis-inducing factor, mitochondrion-associated 3
Btbd17	−2.31	0.03	BTB (POZ) domain containing 17
Nwd1	−2.35	0.04	NACHT and WD repeat domain containing 1
Gdpd2	−2.40	0.06	Glycerophosphodiester phosphodiesterase domain containing 2
Slc2a5	−2.28	0.08	Solute carrier family 2 member 5
P2ry12	−2.63	0.09	Purinergic receptor P2Y, G-protein coupled 12
Gpr165	−2.10	0.10	G protein-coupled receptor 165
Tet1	−1.41	0.13	Tet methylcytosine dioxygenase 1
2900052N01Rik	−2.38	0.15	2900052N01Rik
Susd5	−2.04	0.15	Sushi domain containing 5
Maf	−1.49	0.17	Avian musculoaponeurotic fibrosarcoma oncogene homolog
Fn3k	−1.87	0.17	Fructosamine 3 kinase
Tmem255b	−2.02	0.17	Transmembrane protein 255B
Traf4	−1.75	0.17	TNF receptor associated factor 4
Fam228a	−1.73	0.17	Family with sequence similarity 228, member A
Paqr7	−1.94	0.20	Progestin and adipoQ receptor family member VII
Gpr34	−2.49	0.21	G protein-coupled receptor 34
Sowaha	−1.46	0.21	Sosondowah ankyrin repeat domain family member A
Phkg1	−1.77	0.25	Phosphorylase kinase gamma 1
Folh1	−2.08	0.25	Folate hydrolase 1

*Differentially expressed genes in glia in the contralateral hippocampus (FDR < 0.25)*.

*logFC, log fold change; FDR, false discovery rate*.

**Table 3:** Selection of relevant Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms of the differentially expressed genes in neurons in the contralateral hippocampus (CLH) at 24 h after kainate-induced status epilepticus.

	**Upregulated in neurons** ** (115 genes)**	**Downregulated in neurons** ** (16 genes)**
GO	Cell death	Positive regulation of calcium ion transport
	Regulation of cell proliferation	Axon guidance
	Cell communication	Vesicle organization
	MAPK cascade	Regulation of DNA-binding transcription factor activity
	Cell surface receptor signaling pathway	Axonogenesis
	Regulation of transcription, DNA-templated	Growth factor activity
	Vasculature development	Programmed cell death
	Inflammatory response	Blood vessel morphogenesis
KEGG	Cytokine-cytokine receptor interaction	Axon guidance
	cAMP signaling pathway	NF-kappa B signaling pathway
	ECM–receptor interaction	Leukocyte transendothelial migration
	IL-17 signaling pathway	–
	TGF-beta signaling pathway	–
	TNF signaling pathway	–
	MAPK signaling pathway	–
	p53 signaling pathway	–
	VEGF signaling pathway	–
	JAK-STAT signaling pathway	–

*Relevant GO and KEGG terms among the significantly differentially expressed genes (FDR < 0.25)*.

**Table 4:** Selection of relevant Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms of the differentially expressed genes in glia in the contralateral hippocampus (CLH) at 24 h after kainate-induced status epilepticus.

	**Upregulated in glia** ** (74 genes)**	**Downregulated in glia** ** (22 genes)**
GO	Regulation of angiogenesis	G protein-coupled nucleotide receptor activity
	Regulation of cell motility	Purinergic receptor activity
	Positive regulation of cell migration	Oxidation-reduction process
	Positive regulation of cell death	–
	Angiogenesis	–
	Regulation of interleukin-1 beta production	–
	Tumor necrosis factor production	–
	Neurogenesis	–
KEGG	TNF signaling pathway	–
	IL-17 signaling pathway	–
	ECM-receptor interaction	–
	MAPK signaling pathway	–
	Cytokine-cytokine receptor interaction	–
	Growth hormone synthesis, secretion and action	–
	JAK-STAT signaling pathway	–
	VEGF signaling pathway	–
	p53 signaling pathway	–
	PI3K-Akt signaling pathway	–
	NF-kappa B signaling pathway	–

*Relevant GO and KEGG terms amongst significantly differentially expressed genes (FDR < 0.25)*.

### Comparison of Differential Gene Expression Between the Contralateral and Ipsilateral Hippocampus

Comparison of differential gene expression in CLH to ILH (22) revealed similar numbers of differentially expressed genes for neurons, while there was a marked difference in the glia. In the neuronal fraction, 115 genes were upregulated in the CLH (Table 1 and Supplementary Table, sheet 1) while 132 genes were upregulated in the ILH (Supplementary Table, sheet 27). Sixteen genes were downregulated in the CLH (Table 1 and Supplementary Table, sheet 1) and 15 genes downregulated in the ILH (Supplementary Table, Sheet 27). In glia, only half of the number of genes were upregulated in the CLH (74 genes; Table 2 and Supplementary Table, sheet 4) compared with the ILH (147 genes; Supplementary Table, sheet 28). The difference was even more pronounced for the downregulated genes (22 in the CLH *vs*. 85 in the ILH).

#### Overlap of Differentially Expressed Genes in the Contralateral and Ipsilateral Hippocampus

A comparison of genes differentially expressed in the CLH to those differentially expressed in the ILH (Supplementary Table, sheets 27 and 28) (22) revealed that a large number of differentially expressed genes coincided between CLH and ILH. This was the case both in the neurons and glia (Figure 3).

**Figure 3:**
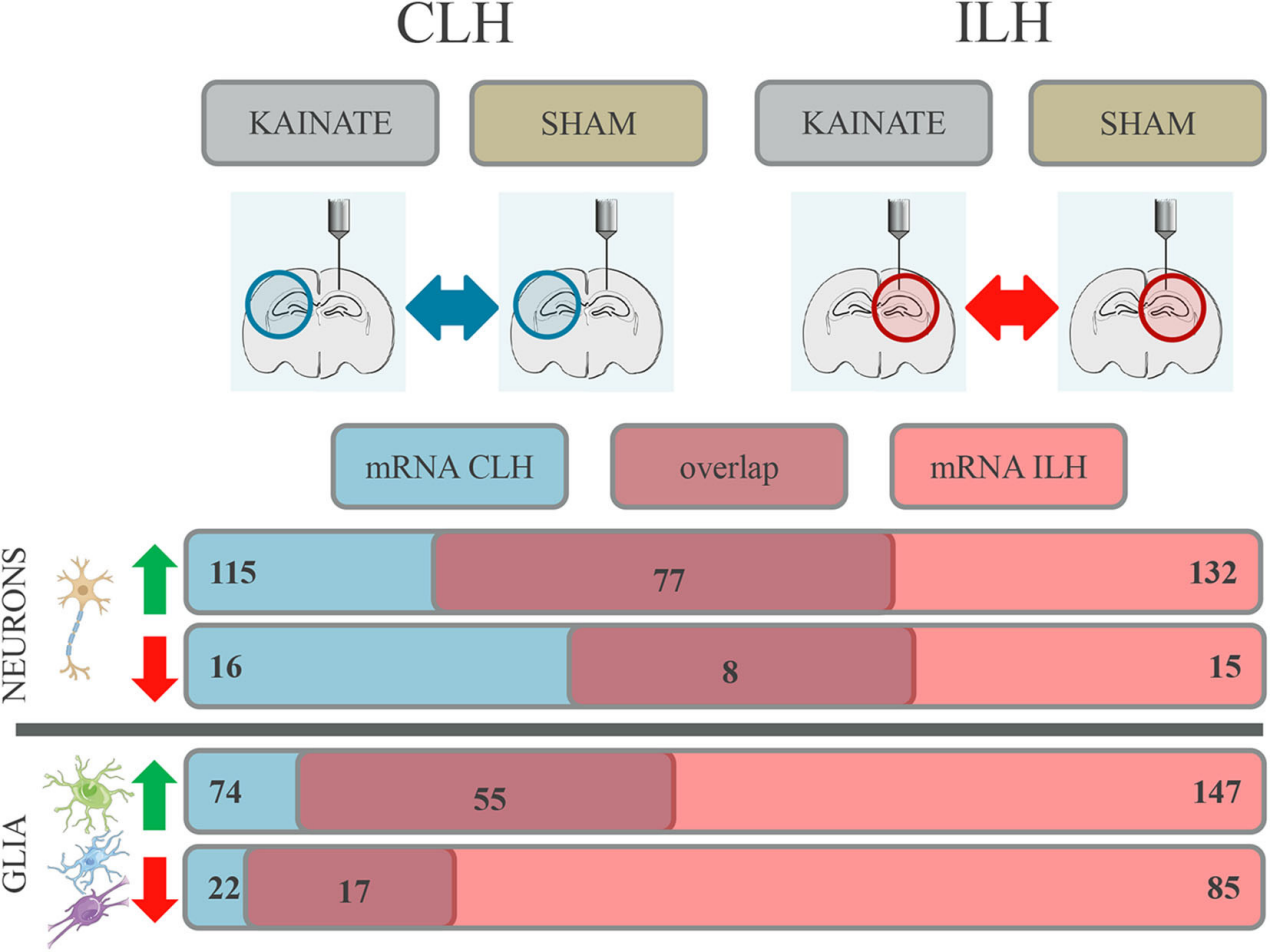
Differential gene expression with overlap in the contralateral (CLH) and ipsilateral hippocampus (ILH) in both neurons and glia at 24 h after kainate-induced status epilepticus. Number of genes in the neurons and glia showing differential expression in the CLH (numbers given in *blue box*), in the ILH (numbers given in *red box*), and in both hemispheres (numbers given in *dark red box*).

For neurons, 77 upregulated genes and eight downregulated genes were differentially expressed in both the CLH and ILH (Figure 3 and Supplementary Table, sheets 1 and 27). This constitutes a proportion of 65.22% (up) and 50.00% (down) of all the differentially regulated genes in the CLH. For glia, we found an overlap of 55 upregulated genes and an overlap of 17 downregulated genes between the CLH and ILH (Figure 3 and Supplementary Table, sheets 4 and 28). This translates to a proportion of 74.32% (up) and 77.27% (down) of all the differentially regulated genes in the CLH. All overlapping genes between the CLH and ILH showed concordant expression.

### Genes Exclusively Differentially Expressed in the Ipsilateral Hippocampus

In neurons, we found 55 genes to be upregulated and seven downregulated exclusively in the ILH (Table 5 and Supplementary Table, sheet 21). 

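The CLH libraries hold values for 61 of the 62 genes of Table 5, and Itprip was not found among the genes tested. In CLH neurons, all 61 changed in the direction that the table gives for the ILH, 54 of them with an unadjusted p below 0.05. The median log2 fold change in the CLH was 1.44 for the genes listed as upregulated and -1.37 for those listed as downregulated, and the paper's median values for the ILH are 1.985 and -1.77. At FDR below 0.25, 2 of the 61 were called in CLH neurons. With the replicate number as a block, 56 were called, and 23 among genes with an Entrez Gene ID, both choices made after seeing the data. DESeq2 called 30, the separate fit 32 and the fit with DESeq2's size factors 3. It was 6 without both low-input libraries and 1 with low input as a covariate. Leaving out kainate neurons replicate 1 or 3, sham neurons replicate 1 or kainate glia replicate 2 gave 1, leaving out kainate neurons replicate 2 or sham neurons replicate 2 or 3 gave 0, and leaving out kainate glia replicate 1 or 3 or sham glia replicate 1 or 3 gave 4, 11, 19 and 20. The first is Ccn4, which Table 5 lists under its older symbol Wisp1. It had 14.8 ± 2.23 normalized CPM in kainate and 2.62 ± 0.525 in sham neurons (n = 3 each) and a log2 fold change of 2.50 (standard error 0.39, FDR = 0.0571). For Ccn4 in neurons, the FDR rose to 0.348 without kainate neurons replicate 2, 0.556 without sham neurons replicate 2 and 0.429 without sham neurons replicate 3. The second is Odc1, with a log2 fold change of 1.46 (standard error 0.31, FDR = 0.224), which was not called without any 1 of the 6 neuron libraries or without kainate glia replicate 1 or 2, where its FDR reached up to 1. Ccn1, listed as Cyr61 in Table 5 and as Ccn1 in Table 1, had a log2 fold change of 2.38 (standard error 0.55, FDR = 0.292) and an FDR of 2.73e-10 with the replicate number as a block, the lowest of its 23 other settings, which reached up to 1. Ccn1 was called in 9 of them, namely with the block, DESeq2, the CPM filter or a fit of the neuron libraries alone, among genes with an Entrez Gene ID, a set chosen after seeing the data, and without both low-input libraries, kainate glia replicate 3, sham glia replicate 1 or sham glia replicate 3. Apart from Ccn4 and Ccn1, which the paper's Table 1 holds as called in CLH neurons, the list was drawn up from genes not called on these same libraries. The counts are therefore a description.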

In glia, 92 genes were upregulated and 68 genes were downregulated exclusively in the ILH (Table 6 and Supplementary Table, sheet 24). 

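All 160 genes of Table 6 were tested in CLH glia, and 158 changed in the direction the table gives for the ILH, 96 of them with an unadjusted p below 0.05. The 2 that did not were Vmn1r15 and Gmnc, named after their values were seen. The genes listed as upregulated had a median log2 fold change of 1.60 and those listed as downregulated of -1.19, where the paper's median values for the ILH are 2.335 and -1.76. The count at an unadjusted p below 0.05 fell to 52 without sham glia replicate 1. Called at FDR below 0.25 were 2 genes, Col16a1 and Lilr4b. The block called 133 and the genes with an Entrez Gene ID held 10 calls, both choices made after seeing the data. DESeq2 called 31 and the separate fit called 0. Calls of fits that leave 1 sham glia library are not counted here. DESeq2's size factors and the covariate gave 1 each, and leaving out sham neurons replicate 1 gave 3. Col16a1 had 534 ± 141 (n = 3) normalized CPM in kainate and 118 ± 2.44 (n = 2) in sham glia, a log2 fold change of 2.17 (standard error 0.41, FDR = 0.142). Lilr4b had 40.8 ± 13.4 and 6.53 ± 0.927, a log2 fold change of 2.64 (standard error 0.53, FDR = 0.228). Neither was called without kainate neurons replicate 2, sham neurons replicate 2 or 3, kainate glia replicate 1 or 2, or sham glia replicate 1, and Lilr4b was not called without kainate glia replicate 3 either. In these fits the FDR was 0.333 to 0.646 for Col16a1 in glia and 0.384 to 0.980 for Lilr4b in glia. The genes of Table 6 were likewise selected for not being called in glia on these libraries.

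**Figure D1:**
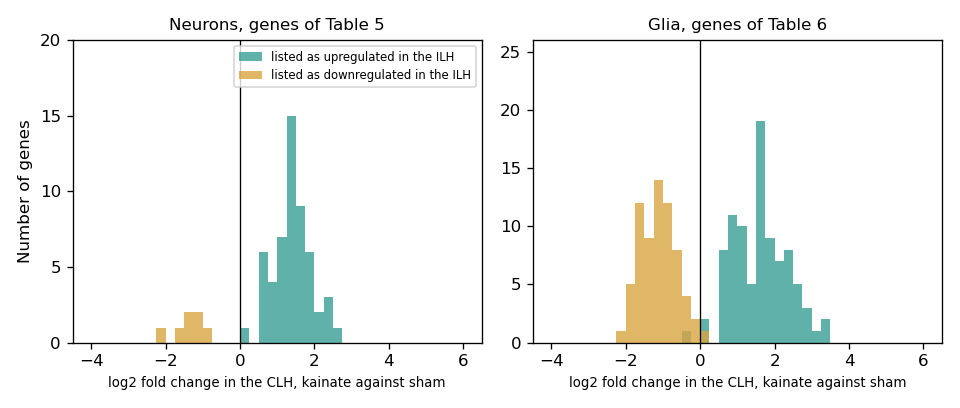
Log2 fold changes in the CLH (kainate against sham, horizontal axis) of the genes listed as exclusive to the ILH, with the number of genes on the vertical axis, for 61 genes in neurons (left) and 160 genes in glia (right), coloured by the direction listed for the ILH. The genes listed as upregulated center on 1.44 in neurons and 1.60 in glia, and those listed as downregulated on -1.37 and -1.19.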

The relevant GO and KEGG terms of these differentially expressed genes are listed in Tables 7, 8, and a detailed list of the GO and KEGG terms is to be found in Supplementary Table (sheets 22, 23, 25, and 26).

**Table 5:** Differentially expressed genes in neurons exclusively in the ILH (and not the CLH) at 24 h after kainate-induced status epilepticus.

**Gene symbol**	**logFC.ILH**	**FDR.ILH**	**Gene description**
**UPREGULATED GENES (*****N*** **=** **55; ILH: 132)**			
Hspa1a	5.46	0.01	Heat shock protein 1A
Mapk4	2.28	0.01	Mitogen-activated protein kinase 4
Hspa1b	4.82	0.02	Heat shock protein 1B
Pcdh11x	2.26	0.03	Protocadherin 11 X-linked
Pde6b	2.91	0.03	Phosphodiesterase 6B, cGMP, rod receptor, beta polypeptide
Wisp1	2.09	0.03	WNT1-inducible-signaling pathway protein 1
9330188P03Rik	3.35	0.03	RIKEN cDNA 9330188P03 gene
**Hspb1**	**4.00**	**0.03**	**Heat shock protein 1**
Lbh	3.01	0.03	Limb-bud and heart
Rrad	4.89	0.04	Ras-related associated with diabetes
4931440P22Rik	1.70	0.04	RIKEN cDNA 4931440P22 gene
Cyr61	2.90	0.04	Cysteine-rich angiogenic inducer 61
Zbtb46	1.58	0.05	Zinc finger and BTB domain containing 46
Bach1	1.72	0.05	BTB and CNC homology 1, basic leucine zipper transcription factor 1
Samd4	1.90	0.05	Sterile alpha motif domain containing 4
Npas4	3.24	0.06	Neuronal PAS domain protein 4
Adam19	1.62	0.08	A disintegrin and metallopeptidase domain 19 (meltrin beta)
Pim1	2.43	0.08	Proviral integration site 1
Mapkapk3	1.97	0.09	Mitogen-activated protein kinase-activated protein kinase 3
Cdh4	1.45	0.09	Cadherin 4
Kdm6b	1.57	0.09	KDM1 lysine (K)-specific demethylase 6B
**Spp1**	**3.14**	**0.09**	**Secreted phosphoprotein 1**
Sorcs3	2.28	0.09	Sortilin-related VPS10 domain containing receptor 3
Uck2	1.35	0.10	Uridine–cytidine kinase 2
Plce1	1.40	0.10	Phospholipase C, epsilon 1
Tgfb1i1	1.66	0.10	Transforming growth factor beta-1-induced transcript 1
Frrs1	1.87	0.12	Ferric-chelate reductase 1
Blnk	2.81	0.12	B cell linker
Rgs20	1.74	0.12	Regulator of G-protein signaling 20
Itprip	1.88	0.13	Inositol 1,4,5-triphosphate receptor interacting protein
Smad7	1.83	0.13	SMAD family member 7
Svil	1.52	0.13	Supervillin
**Mir132**	**3.39**	**0.15**	**MicroRNA 132**
Zdhhc22	1.85	0.17	Zinc finger, DHHC-type containing 22
Amotl1	1.71	0.18	Angiomotin-like 1
Serpina3i	2.75	0.18	Serine (or cysteine) peptidase inhibitor, clade A, member 3I
Ifit1	2.33	0.18	Interferon-induced protein with tetratricopeptide repeats 1
Kcnip3	1.67	0.18	Kv channel interacting protein 3, calsenilin
Odc1	1.57	0.18	Ornithine decarboxylase, structural 1
Igsf9b	2.27	0.18	Immunoglobulin superfamily, member 9B
Spred1	1.62	0.18	Sprouty protein with EVH-1 domain 1, related sequence
Samd11	2.19	0.19	Sterile alpha motif domain containing 11
Scd4	2.01	0.19	Stearoyl-coenzyme A desaturase 4
Dusp4	1.88	0.19	Dual specificity phosphatase 4
Tspan9	1.68	0.19	Tetraspanin 9
Eva1b	2.00	0.19	Eva-1 homolog B (*C. elegans*)
Btc	2.40	0.19	Betacellulin, epidermal growth factor family member
St8sia2	2.11	0.20	ST8 alpha-*N*-acetyl-neuraminide alpha-2,8-sialyltransferase 2
Tm4sf1	2.49	0.20	Transmembrane 4 superfamily member 1
Cdh22	1.77	0.20	Cadherin 22
Itga5	2.11	0.21	Integrin alpha 5 (fibronectin receptor alpha)
Mapk6	1.51	0.22	Mitogen-activated protein kinase 6
Egr4	1.91	0.23	Early growth response 4
Itpkc	1.84	0.23	Inositol 1,4,5-trisphosphate 3-kinase C
**Drd1**	**1.82**	**0.25**	**Dopamine receptor D1**
**DOWNREGULATED GENES (*****N*** **=** **7; ILH: 15)**			
Echdc2	−1.77	0.08	Enoyl coenzyme A hydratase domain containing 2
Cyp7b1	−2.28	0.10	Cytochrome P450, family 7, subfamily b, polypeptide 1
Gstm6	−1.57	0.16	Glutathione S-transferase, mu 6
Crlf1	−1.97	0.19	Cytokine receptor-like factor 1
Macrod1	−1.52	0.20	MACRO domain containing 1
Gm35339	−1.43	0.20	Predicted gene, 35339
6330420H09Rik	−2.15	0.22	RIKEN cDNA 6330420H09 gene

*Differentially expressed genes in neurons exclusively in the ipsilateral hippocampus (FDR < 0.25)*.

*logFC, log fold change; FDR, false discovery rate; ILH, ipsilateral hippocampus; CLH, contralateral hippocampus*.

**Table 6:** Differentially expressed genes in glia exclusively in the ILH (and not CLH) at 24 h after kainate-induced status epilepticus.

**Gene symbol**	**logFC.ILH**	**FDR.ILH**	**Gene description**
**UPREGULATED GENES (*****N*** **=** **92; ILH: 147)**			
Ch25h	5.14	0.00	Cholesterol 25-hydroxylase
Lilr4b	4.88	0.00	Leukocyte immunoglobulin-like receptor, subfamily B, member 4B
Calca	4.68	0.01	Calcitonin/calcitonin-related polypeptide, alpha
**Spp1**	**4.71**	**0.01**	**Secreted phosphoprotein 1**
Fn1	2.64	0.01	Fibronectin 1
Fgl2	2.97	0.01	Fibrinogen-like protein 2
Rasgef1c	3.04	0.01	RasGEF domain family, member 1C
**Ifit3**	**2.69**	**0.01**	**Interferon-induced protein with tetratricopeptide repeats 3**
**Iigp1**	**3.09**	**0.02**	**Interferon inducible GTPase 1**
Rasl11a	1.99	0.02	RAS-like, family 11, member A
Btc	3.29	0.02	Betacellulin, epidermal growth factor family member
Nptx2	2.91	0.03	Neuronal pentraxin 2
Adam8	3.04	0.03	A disintegrin and metallopeptidase domain 8
Inhba	2.61	0.03	Inhibin beta-A
Lilrb4a	4.02	0.03	Leukocyte immunoglobulin-like receptor, subfamily B, member 4A
Cd300lf	3.60	0.03	CD300 molecule like family member F
Cacng5	2.10	0.03	Calcium channel, voltage-dependent, gamma subunit 5
**Ifi204**	**4.09**	**0.03**	**Interferon activated gene 204**
Dab2	2.15	0.04	Disabled 2, mitogen-responsive phosphoprotein
Ifi207	3.11	0.04	Interferon activated gene 207
Parp3	2.74	0.04	Poly(ADP-ribose) polymerase family, member 3
Rasip1	2.30	0.05	Ras interacting protein 1
Lpl	1.88	0.06	Lipoprotein lipase
Tpbg	1.72	0.06	Trophoblast glycoprotein
Gcnt2	2.42	0.06	Glucosaminyl (*N*-acetyl) transferase 2, I-branching enzyme
Serpine1	3.97	0.06	Serine (or cysteine) peptidase inhibitor, clade E, member 1
Oasl2	2.47	0.06	2'-5' Oligoadenylate synthetase-like 2
**Ptgs2**	**2.43**	**0.07**	**Prostaglandin-endoperoxide synthase 2**
Slc10a6	3.88	0.07	Solute carrier family 10 (sodium/bile acid cotransporter family), member 6
Ahnak	1.95	0.07	AHNAK nucleoprotein (desmoyokin)
Nedd9	1.33	0.07	Neural precursor cell expressed, developmentally downregulated gene 9
Rai14	1.61	0.07	Retinoic acid induced 14
Layn	1.95	0.08	Layilin
Col16a1	2.51	0.08	Collagen, type XVI, alpha 1
Atp10a	2.07	0.08	ATPase, class V, type 10A
Gal	3.44	0.08	Galanin and GMAP prepropeptide
Mx1	3.40	0.08	MX dynamin-like GTPase 1
Irgm1	1.56	0.09	Immunity-related GTPase family M member 1
Gldn	3.04	0.09	Gliomedin
Cchcr1	1.58	0.09	Coiled-coil alpha-helical rod protein 1
Slc5a3	1.82	0.10	Solute carrier family 5 (inositol transporters), member 3
Socs2	1.76	0.10	Suppressor of cytokine signaling 2
**Il4ra**	**1.81**	**0.10**	**Interleukin 4 receptor, alpha**
Irf7	2.39	0.10	Interferon regulatory factor 7
Nlrc5	2.21	0.10	NLR family, CARD domain containing 5
Fgf18	2.32	0.11	Fibroblast growth factor 18
Ifit3b	2.41	0.11	Interferon-induced protein with tetratricopeptide repeats 3B
Strip2	1.74	0.12	Striatin interacting protein 2
Has2	3.19	0.12	Hyaluronan synthase 2
Mir212	4.52	0.12	MicroRNA 212
Flnc	3.71	0.12	Filamin C, gamma
Map3k6	2.39	0.12	Mitogen-activated protein kinase kinase kinase 6
Timeless	1.39	0.12	Timeless circadian clock 1
Snhg15	1.56	0.13	Small nucleolar RNA host gene 15
Mamstr	2.09	0.14	MEF2 activating motif and SAP domain containing transcriptional regulator
Clcf1	2.36	0.14	Cardiotrophin-like cytokine factor 1
**Bdnf**	**1.81**	**0.14**	**Brain-derived neurotrophic factor**
Rnf138rt1	5.32	0.15	Ring finger protein 138, retrogene 1
Slfn10-ps	2.78	0.16	Schlafen 10, pseudogene
Amotl1	1.65	0.16	Angiomotin-like 1
**Mir132**	**3.30**	**0.17**	**MicroRNA 132**
Serpina3i	2.64	0.17	Serine (or cysteine) peptidase inhibitor, clade A, member 3I
Hmox1	1.87	0.17	Heme oxygenase 1
Lrtm2	1.62	0.18	Leucine-rich repeats and transmembrane domains 2
Spred3	1.72	0.18	Sprouty-related EVH1 domain containing 3
Vmn1r15	6.73	0.18	Vomeronasal 1 receptor 15
Rtp4	1.91	0.18	Receptor transporter protein 4
Rnf125	2.28	0.18	Ring finger protein 125
Slfn2	2.93	0.18	Schlafen 2
Piezo2	1.68	0.19	Piezo-type mechanosensitive ion channel component 2
Anxa2	2.01	0.19	Annexin A2
Gpd1	1.68	0.19	Glycerol-3-phosphate dehydrogenase 1 (soluble)
Cyr61	2.08	0.19	Cysteine-rich angiogenic inducer 61
Plaur	2.39	0.19	Plasminogen activator, urokinase receptor
Ifit1	2.11	0.20	Interferon-induced protein with tetratricopeptide repeats 1
Itga2b	1.93	0.20	Integrin alpha 2b
Fgfr4	2.25	0.20	Fibroblast growth factor receptor 4
Bst2	2.06	0.20	Bone marrow stromal cell antigen 2
Gm6225	2.35	0.21	Predicted gene 6225
Cbln4	1.60	0.21	Cerebellin 4 precursor protein
Serpina3m	2.79	0.22	Serine (or cysteine) peptidase inhibitor, clade A, member 3M
Akap12	1.34	0.22	A kinase (PRKA) anchor protein (gravin) 12
Sdc1	1.59	0.22	Syndecan 1
Ndst1	1.59	0.22	*N*-deacetylase/*N*-sulfotransferase (heparan glucosaminyl) 1
Npas4	2.45	0.22	Neuronal PAS domain protein 4
Tspan4	1.89	0.23	Tetraspanin 4
Klk6	2.76	0.23	Kallikrein related-peptidase 6
**Cxcl10**	**2.90**	**0.23**	**Chemokine (C-X-C motif) ligand 10**
Col7a1	1.75	0.23	Collagen, type VII, alpha 1
Plce1	1.17	0.24	Phospholipase C, epsilon 1
Peak1	1.41	0.24	Pseudopodium-enriched atypical kinase 1
Itga1	1.36	0.25	Integrin alpha 1
**DOWNREGULATED GENES (*****N*** **=** **68; ILH: 85)**			
Pcx	−2.11	0.02	Pyruvate carboxylase
Shroom2	−2.28	0.03	Shroom family member 2
Gpr12	−2.22	0.04	G-protein-coupled receptor 12
Ccdc13	−1.80	0.05	Coiled-coil domain containing 13
Cygb	−1.88	0.05	Cytoglobin
Ankub1	−2.23	0.06	Ankrin repeat and ubiquitin domain containing 1
Siglech	−2.16	0.06	Sialic acid binding Ig-like lectin H
Itpka	−1.70	0.06	Inositol 1,4,5-trisphosphate 3-kinase A
Hpca	−1.84	0.07	Hippocalcin
Ppp1r1b	−1.75	0.08	Protein phosphatase 1, regulatory inhibitor subunit 1B
Nkain4	−2.55	0.08	Na^+^/K^+^ transporting ATPase interacting 4
Kctd4	−2.09	0.08	Potassium channel tetramerization domain containing 4
Gstm6	−1.67	0.08	Glutathione S-transferase, mu 6
Shisa8	−2.21	0.09	Shisa family member 8
2810468N07Rik	−2.22	0.09	RIKEN cDNA 2810468N07 gene
Abca9	−1.97	0.09	ATP-binding cassette, sub-family A (ABC1), member 9
Chn1	−1.71	0.10	Chimerin 1
Ntsr2	−2.14	0.11	Neurotensin receptor 2
Myh14	−1.76	0.11	Myosin, heavy polypeptide 14
Fam234a	−1.77	0.11	Family with sequence similarity 234, member A
Faah	−1.50	0.12	Fatty acid amide hydrolase
Tppp3	−1.76	0.12	Tubulin polymerization-promoting protein family member 3
Abca6	−1.46	0.12	ATP-binding cassette, sub-family A (ABC1), member 6
Gnai1	−1.90	0.13	Guanine nucleotide binding protein (G protein), alpha inhibiting 1
Cfap100	−1.48	0.14	Cilia and flagella associated protein 100
**Grm3**	**−2.01**	**0.14**	**Glutamate receptor, metabotropic 3**
Phgdh	−1.66	0.15	3-Phosphoglycerate dehydrogenase
Selplg	−2.14	0.15	Selectin, platelet (p-selectin) ligand
Epn2	−1.61	0.17	Epsin 2
Rlbp1	−1.78	0.18	Retinaldehyde binding protein 1
Pantr1	−1.72	0.18	POU domain, class 3, transcription factor 3 adjacent non-coding transcript 1
Plk5	−2.14	0.18	Polo-like kinase 5
Nat8f1	−1.91	0.18	*N*-acetyltransferase 8 (GCN5-related) family member 1
1700066M21Rik	−1.65	0.18	RIKEN cDNA 1700066M21 gene
Adi1	−1.61	0.18	Acireductone dioxygenase 1
Tmem191c	−1.45	0.18	Transmembrane protein 191C
Gmnc	−2.55	0.18	Geminin coiled-coil domain containing
Zfp763	−1.51	0.18	Zinc finger protein 763
Slc25a18	−1.79	0.19	Solute carrier family 25 (mitochondrial carrier), member 18
Hhip	−2.01	0.19	Hedgehog-interacting protein
Calb1	−1.51	0.19	Calbindin 1
Chst5	−1.74	0.19	Carbohydrate (*N*-acetylglucosamine 6-*O*) sulfotransferase 5
Trim59	−2.18	0.19	Tripartite motif-containing 59
Olfml1	−2.24	0.19	Olfactomedin-like 1
Mturn	−1.41	0.19	Maturin, neural progenitor differentiation regulator homolog (*Xenopus*)
Gstm1	−1.80	0.19	Glutathione S-transferase, mu 1
Enho	−1.63	0.19	Energy homeostasis associated
Prodh	−1.86	0.19	Proline dehydrogenase
Slc27a1	−1.71	0.19	Solute carrier family 27 (fatty acid transporter), member 1
Pacsin3	−1.44	0.19	Protein kinase C and casein kinase substrate in neurons 3
Htr1a	−1.95	0.19	5-Hydroxytryptamine (serotonin) receptor 1A
Dll3	−1.72	0.19	Delta-like canonical Notch ligand 3
Map6d1	−1.60	0.19	MAP6 domain containing 1
Prrg1	−1.61	0.19	Proline-rich Gla (G-carboxyglutamic acid) 1
Carns1	−1.88	0.20	Carnosine synthase 1
Tle2	−1.48	0.20	Transducin-like enhancer of split 2
Macrod1	−1.45	0.20	MACRO domain containing 1
Nrgn	−1.51	0.20	Neurogranin
Plin3	−2.18	0.21	Perilipin 3
Grhpr	−1.38	0.21	Glyoxylate reductase/hydroxypyruvate reductase
Sult1a1	−2.19	0.21	Sulfotransferase family 1A, phenol-preferring, member 1
Pls1	−1.58	0.22	Plastin 1 (I-isoform)
Lin7b	−1.69	0.22	Lin-7 homolog B (*C. elegans*)
Armh4	−1.53	0.22	Armadillo-like helical domain containing 4
Panx2	−1.33	0.23	Pannexin 2
Appl2	−1.76	0.23	Adaptor protein, phosphotyrosine interaction, PH domain and leucine zipper containing 2
Grhl1	−1.01	0.23	Grainyhead-like transcription factor 1
Pigz	−1.71	0.24	Phosphatidylinositol glycan anchor biosynthesis, class Z

*Differentially expressed genes in glia exclusively in the ipsilateral hippocampus (FDR < 0.25)*.

*logFC, log fold change; FDR, false discovery rate; ILH, ipsilateral hippocampus; CLH, contralateral hippocampus*.

**Table 7:** Selection of relevant Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms of the differentially expressed genes in neurons in the ipsilateral hippocampus (but not in the contralateral hippocampus) at 24 h after kainate-induced status epilepticus.

	**Upregulated in neurons** ** (55 genes)**	**Downregulated in neurons** ** (7 genes)**
GO	Ion binding	Monocarboxylic acid metabolic process
	MAP kinase activity	Oxidation-reduction process
	Protein phosphorylation	Carboxylic acid metabolic process
	Cell communication	Positive regulation of cell proliferation
	Regulation of spindle assembly	Lipid metabolic process
	Protein serine/threonine kinase inhibitor activity	–
	Regulation of synaptic plasticity	–
	Cell–cell adhesion	–
KEGG	MAPK signaling pathway	–
	VEGF signaling pathway	–
	Calcium signaling pathway	–
	Inositol phosphate metabolism	–
	Antigen processing and presentation	–
	ECM–receptor interaction	–
	IL-17 signaling pathway	–
	Phosphatidylinositol signaling system	–

*Relevant GO and KEGG terms among the significantly differentially expressed genes (FDR < 0.25)*.

**Table 8:** Selection of relevant Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms of the differentially expressed genes in glia in the ipsilateral hippocampus (but not in the contralateral hippocampus) at 24 h after kainate-induced status epilepticus.

	**Upregulated in glia** ** (92 genes)**	**Downregulated in glia** ** (68 genes)**
GO	Cell differentiation	Dendrite
	Immune system process	Modulation of chemical synaptic transmission
	Positive regulation of cell differentiation	Calcium channel regulator activity
	Positive regulation of cell motility	Regulation of synaptic plasticity
	Extracellular space	Glutamine family amino acid metabolic process
	Vasculature development	Myelin sheath
	Regulation of programmed cell death	Glutamate receptor signaling pathway
	–	GABA-ergic synapse
KEGG	ECM–receptor interaction	Glutathione metabolism
	PI3K–Akt signaling pathway	cAMP signaling pathway
	MAPK signaling pathway	Pyruvate metabolism
	Toll-like receptor signaling pathway	Glycine, serine and threonine metabolism
	Cytokine–cytokine receptor interaction	ABC transporters
	IL-17 signaling pathway	Glutamatergic synapse
	Complement and coagulation cascades	–

*Relevant GO and KEGG terms among the significantly differentially expressed genes (FDR < 0.25)*.

### Differential Methylation in the Hippocampus Contralateral to Kainate Injection

Differentially methylated CpGs were analyzed comparing left (contralateral) hippocampi of the kainic acid group to the sham group at 24 h after status epilepticus induction. For an overview of the number and distribution of the differentially methylated sites and the differentially methylated regions, see Figure 4. For a detailed list of the differentially methylated CpGs, differentially methylated regions, and the associated GO and KEGG terms, see Supplementary Table (differentially methylated CpGs: sheets 7 and 10; differentially methylated regions: sheets 13 and 16; differentially methylated CpGs GO: sheets 8 and 11; differentially methylated CpGs KEGG: sheets 9 and 12; differentially methylated regions GO: sheets 14 and 17; differentially methylated regions KEGG: sheets 15 and 18).

**Figure 4:**
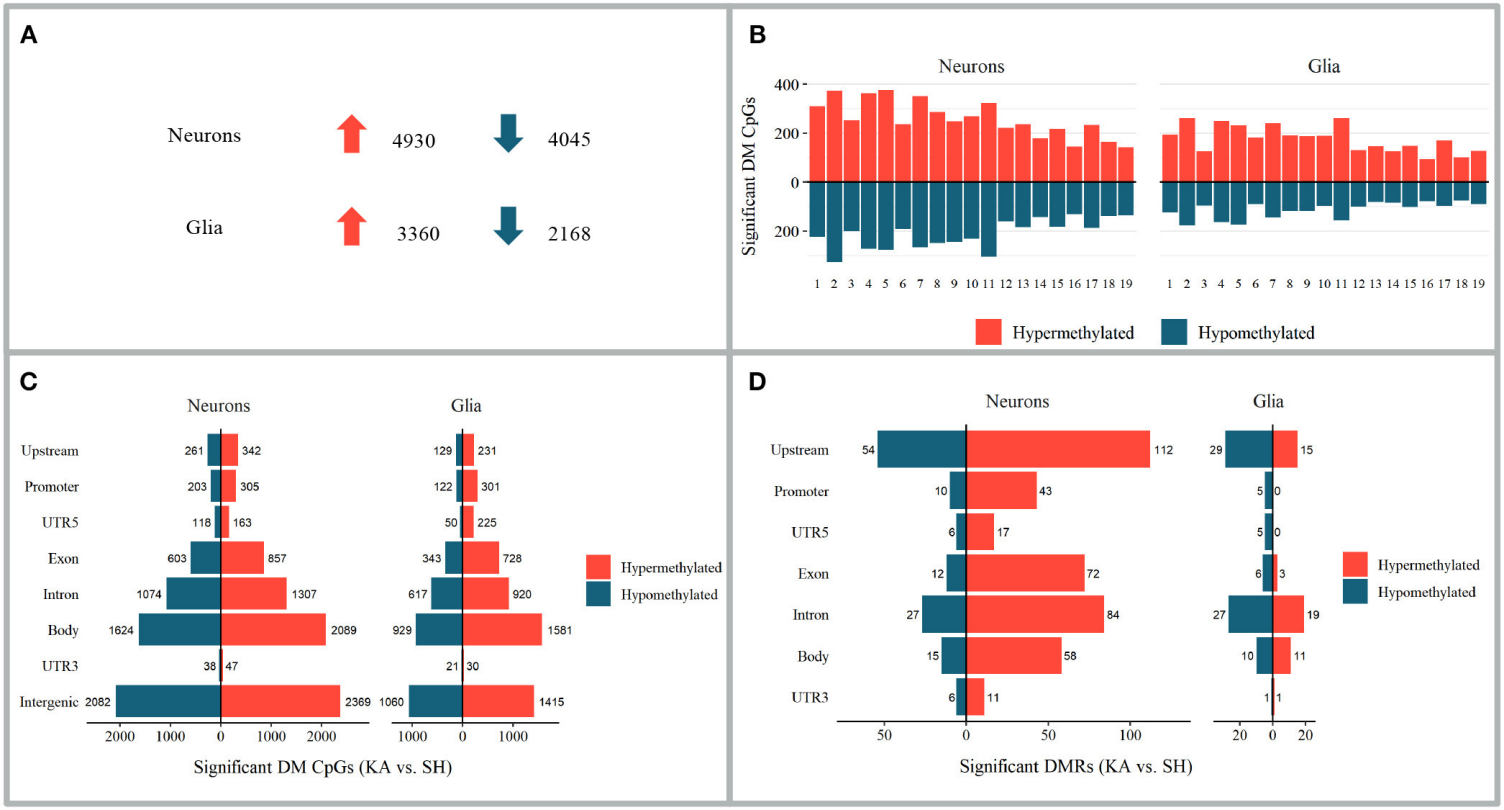
Alterations in DNA methylation 24 h after kainate-induced status epilepticus in hippocampi contralateral to injection site. **(A**–**C)** Differentially methylated CpGs of the kainic acid group *vs*. the sham group. **(A)** Number of differentially methylated CpGs in neurons and glia; *upward arrow* implies hypermethylation and *downward arrow* hypomethylation. **(B)** Chromosomal distribution of differentially methylated CpGs. **(C)** Distribution of differentially methylated CpGs among genomic features. **(D)** Distribution of differentially methylated regions among genomic features.

### Overlap of Differentially Methylated CpGs Between Neurons and Glia

Ten CpG sites (0.12% of all differentially methylated CpGs in the CLH) were hypermethylated and six CpG sites (0.09%) hypomethylated in both neurons and glia. Twenty-one CpGs (0.18%) were hypermethylated in neurons and hypomethylated in glia and 13 hypomethylated in neurons and hypermethylated in glia (0.18%).

### Association Between Differential Methylation and Differential Gene Expression in the Contralateral Hippocampus

In order to investigate a possible statistical association between differential DNA methylation and differential gene expression in the CLH, significantly differentially methylated regions and differentially expressed genes were aligned. No general trend in the association between the differentially methylated regions (upstream, promoter, UTR5, exon, intron, gene body, and UTR3) and differential gene expression was found (see figures in Supplementary Table, sheets 19 and 20), but significant alterations in DNA methylation and gene expression coincided at 11 genomic loci for neurons and four genomic loci for glia (Supplementary Table, sheets 19 and 20).

### Differential DNA Methylation, and Association of Differential Methylation With Differential Gene Expression, in the Contralateral Hippocampus Compared With the Ipsilateral Hippocampus

Only a fragment of the differentially methylated CpGs and the differentially methylated regions overlapped between the CLH and ILH (22). Of all the differentially methylated CpGs in neurons in the CLH, 48 (0.44% of all the differentially methylated CpGs in neurons) were also differentially methylated in neurons in the ILH (22 hypermethylated and 26 hypomethylated). In glia, seven differentially methylated CpGs (0.11%) were differentially methylated in both the CLH and ILH (four hypermethylated and three hypomethylated). Regarding differentially methylated regions, 17 were overlapping between the ILH and CLH in neurons (16 hypermethylated and one hypomethylated) and two (both hypermethylated) in glia. Some of these overlapping differentially methylated CpGs and differentially methylated regions were linked to genes with epilepsy- and DNA methylation-relevant functions like TGF-beta signaling, DNA methyltransferase activity, or angiogenesis, but none of these overlapped with the differentially expressed genes in the ipsilateral or contralateral hippocampus (Supplementary Table).

Only one gene, *Spp1*, had an association between differential DNA methylation and differential gene expression in both the CLH and ILH (neurons). *Spp1* was upregulated in both CLH and ILH. This coincided with upstream and promoter hypermethylation in the CLH and upstream and promoter hypomethylation in the ILH. 

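Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) had 6.55 ± 1.40 normalized CPM in kainate neurons and 1.33 ± 0.733 in sham neurons of the CLH (n = 3 each), with all 3 kainate libraries above all 3 sham libraries. Its log2 fold change was 2.25 (standard error 0.55, FDR = 0.377), so it was not called at FDR below 0.25. This FDR is over all genes tested, while the paper's combined analysis tested expression among the genes kept for methylation alone. For Spp1 in neurons, the FDR ranged from 3.56e-07 to 1 over 23 other settings, with the lowest value for the replicate number as a block. It was called without sham glia replicate 1 (FDR = 0.127) and without sham glia replicate 3 (FDR = 0.121). In glia, Spp1 reached 47.6 ± 24.2 (n = 3) in kainate and 11.0 ± 8.05 (n = 2) in sham libraries, a log2 fold change of 2.11 (standard error 0.62, FDR = 1), and 3.18 for Spp1 in glia without sham glia replicate 1. There it was called with the replicate block (FDR = 5.26e-07) and in none of the other 22 settings. A gene of unclear status annotated inside Spp1 on the same strand held 240 counts over all libraries, against 4356 for Spp1.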

No overlaps for differential DNA methylation and differential gene expression associations were found for glia when comparing CLH to ILH (Supplementary Table) (22).

## Discussion

In this study, we investigate alterations in gene expression and DNA methylation in glia and neurons in mouse hippocampi contralateral to intracortical kainic acid application. We found fulminant changes of both the gene expression and DNA methylation in glia and neurons in the CLH at 24 h after kainate-induced status epilepticus.

Based on our findings, we will discuss possible beneficial and detrimental responses to epileptic activity in the CLH. We will further illuminate potential genetic targets relevant to hippocampal sclerosis by comparing alterations in gene expression in the CLH to gene expression in the ILH. Lastly, we will discuss DNA methylation and its role for gene expression regulation in early epileptogenesis.

### Differential Gene Expression in the Contralateral Hippocampus Only Exposed to Epileptic Activity

We found that differential gene expression in the contralateral hippocampus at 24 h after kainate-induced status epilepticus mainly occurs cell-specific, with only a minor overlap of genes differentially expressed in the neurons and glia. This may reflect the complementary characteristic of neuron–glia interactions in epilepsy (4) and is comparable to our previous findings from cell-specific gene expression in the ipsilateral hippocampus (22).

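The difference between the kainate effects in neurons and glia was tested as an interaction. At FDR below 0.25, 1 gene was called, Cd1d1, whose change in neurons exceeded that in glia by 3.97 (standard error 0.50, FDR = 0.0705) on the log2 scale. Before adjustment, the log2 fold change in neurons minus that in glia was positive for 182 genes and negative for 188 at p below 0.05. The sign does not give the cell type with the larger change, since Nwd1 had a difference of 1.74 with -0.53 in neurons and -2.27 in glia. Of the 57 genes called in neurons alone, the interaction called 1, and of the 31 called in glia alone, 0. For Cd1d1 in neurons against glia, the FDR rose to 0.255 without kainate neurons replicate 2, 0.371 without kainate neurons replicate 3, 0.550 without sham neurons replicate 2, 0.444 without sham neurons replicate 3, 0.435 without kainate glia replicate 1 and 0.568 without kainate glia replicate 2. DESeq2 called 24 interactions. With the replicate number as a block within each cell type, 788 were called, 502 of them with a positive difference. The 788 include 35 of the 57 and 29 of the 31 genes, and 3 of the 10 called in both cell types. With the pool as a block 9 were called. The number was 11 without sham glia replicate 3 and 0 in the 6 fits just named.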

In the CLH, the primary factor affecting differential gene expression is related to epileptic activity upon status epilepticus (Figure 1) (11). Differentially expressed genes comprise diverse inflammatory responses, synaptic signaling, and DNA methylation machinery in both neurons and glia (Tables 3, 4). Many of the gene expression changes seen in the CLH (lacking hippocampal sclerosis) overlap with our previous findings from the ILH [comprising hippocampal sclerosis at chronic time points: Supplementary Table 27 and 28 (22)]. This may appear unexpected since the CLH does not show morphological changes as seen in the ILH like reactive gliosis and neuronal death. A previous study on the ipsilateral and contralateral gene expression changes in a unilateral kainic acid epilepsy model also found a large overlap of the differentially expressed genes in the ipsilateral and contralateral hippocampus (43). The authors created different subsets of genes in order to distinguish between the effect of the kainic acid-induced lesion and epileptic seizures. 

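Among the genes the paper compares with a seizure gene set, Fos had 113 ± 49.8 normalized CPM in kainate and 13.3 ± 7.54 in sham neurons (n = 3 each), a log2 fold change of 3.09 (standard error 0.59, FDR = 0.150). For Arc, kainate neurons held 652 ± 142 and sham neurons 146 ± 65.0, a log2 fold change of 2.16 (standard error 0.43, FDR = 0.167). Parp3 rose by 3.40 (standard error 0.48, FDR = 0.0354) and Nedd9 by 1.70 (standard error 0.30, FDR = 0.121). Parp3 in neurons was not called without sham neurons replicate 2 (FDR = 0.272) or 3 (FDR = 0.368). Fos, Arc and Nedd9 were not called without kainate neurons replicate 1 or 2, sham neurons replicate 2 or 3, or kainate glia replicate 2. Arc was also lost without kainate neurons replicate 3 and Nedd9 without sham neurons replicate 1. The highest FDR without 1 library was 1 for Fos and Arc and 0.859 for Nedd9. Mfap4, Dusp5 and Ptgs1 were not called in neurons. Their log2 fold changes were 1.83 (FDR = 0.262), 1.75 (FDR = 0.404) and 2.08 (FDR = 0.282), and all 3 were called with the replicate number as a block. Each was also called without sham glia replicate 3, and Mfap4 and Ptgs1 without kainate glia replicate 3 or sham glia replicate 1 as well. For each of these 7 genes, every kainate neuron library lay above every sham neuron library.
In glia, Tubb6 had 29.8 ± 7.25 (n = 3) normalized CPM in kainate and 3.10 ± 0.316 (n = 2) in sham libraries, a log2 fold change of 3.26 (standard error 0.44, FDR = 0.0763). Fos in glia rose from 4.56 ± 0.695 (n = 2) to 232 ± 166 (n = 3), a log2 fold change of 5.67 (standard error 0.80, FDR = 0.0763). Without sham glia replicate 1, neither was called (FDR = 0.326 for both). Ecm1 rose by 2.17 (standard error 0.47, FDR = 0.317) and Dusp5 by 2.13 (standard error 0.53, FDR = 0.654) in glia, and neither was called. The block fit called both, with FDRs of 8.58e-07 and 1.2e-05. Ecm1 in glia was called without kainate glia replicate 3 (FDR = 0.0647). For Ecm1 and Dusp5 in glia, the FDR reached up to 1 over 23 other settings.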

A comparison of our data obtained at an early time point of epileptogenesis from the CLH to these results at a chronic stage of epileptogenesis reveals several genes overlapping with the “seizure” gene set (neurons: *Gal, Fos, Parp3, Nedd9, Mfap4, Dusp5, Col27a1, Sdc1, Ptgs1*, and *Arc*; glia: *Tubb6, Fos, Ecm1*, and *Dusp5*).

We further find a great degree of overlap between the gene expression changes seen in the CLH with other studies of various animal models for epilepsy (29, 44), gene expression material from the resected hippocampi of temporal lobe epilepsy (TLE) patients (45), and even with genomic data from animal models of reactive gliosis (46).

If the gene expression response in the CLH is so similar to both the ILH (with morphological alterations such as neuronal cell death and reactive gliosis 3 months after status epilepticus initiation or earlier) (11) and diverse models of epilepsy and reactive gliosis, why does the CLH not develop comparable morphological changes? The question whether epileptic activity can lead to morphological changes has long been a matter of controversial debate and is, to date, unanswered. While several previous studies claim that seizures mediate epileptogenic effects (47, 48), others postulate that seizures *per se* do not promote epileptogenesis (35, 49).

A hypothesis as to why the CLH remains free of hippocampal sclerosis may be that it is exposed to fewer detrimental or a larger number of beneficial effects, or both. As for fewer detrimental effects, one apparent characteristic in the CLH is the significantly lower number of glial genes up- and downregulated compared to the ILH. Only half the number of genes are up- and only a quarter of the number of genes are downregulated compared to the ILH. With several glial genes coding for pro-inflammatory pathways (Supplementary Table, sheets 4–6), this less pronounced glial activation in the contralateral hippocampus may be related to the lack of morphological changes characteristically observed at later time points. With regard to the gene expression changes with possible beneficial effects in the CLH, we find several seizure-alleviating and even potential anti-epileptic genes and pathways upregulated. 

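Lists of 12 A1 and 12 A2 astrocyte genes, written from general knowledge before the data were examined and not taken from the gene set the paper cites, were tested in the CLH with limma's rotation test fry. Some of their genes appear in the paper's tables, whose values had been seen. In glia, all 12 A2 genes rose, with a median log2 fold change of 2.05 (FDR = 0.00151 over 5 lists in both cell types). Of these, 4 were called among all genes tested, Ptx3, Sphk1, Emp1 and Tm4sf1, and 11 were called adjusted over the list alone. The A1 list had a median of -0.10 and a mean of 0.21 in glia, with 5 of 12 genes higher in kainate (FDR = 0.528), and 0 were called among all genes and 2 adjusted over the list alone. For A1 in glia the FDR ranged from 0.0201 to 0.930 over 16 other settings and was below 0.05 with the replicate number as a block. The FDR of the A2 list in glia stayed below 0.05 in all 16. In 13 genes of reactive astrocytes of either type, 12 rose in glia with a median of 2.03 (FDR = 0.00576). Of these, 5 were called, S1pr3, Timp1, Hspb1, Cd44 and Serpina3n, and 10 adjusted over the list alone. The FDR of that list in glia was above 0.05 without both libraries of low RNA input (FDR = 0.0652), the exception among its 16 other settings.
In NeuN+ nuclei, the A2 list rose as well, with a median of 1.90 and 11 of 12 genes higher (FDR = 0.00327), of which Clcf1 and Ptx3 were called and 9 adjusted over the list alone. The reactive list had a median of 1.54 there (FDR = 0.0222), with Timp1 and Vim called and 9 adjusted over the list alone. Astrocyte markers in sham NeuN+ nuclei stood at 0.0317 to 0.180 of their level in NeuN– nuclei. The rise in NeuN+ nuclei was 0.122 of that in NeuN– nuclei for Ptx3, within this range, and 0.314 for Timp1, above it. The lists as a whole were not tested for RNA of astrocyte nuclei, so their rise in NeuN+ nuclei cannot be assigned to neurons. The A1 list had a median of 0.31 in neurons (FDR = 0.347), with 0 called and 1 adjusted over the list alone, and came below 0.05 with the block (FDR = 0.0213) and in limma's camera (FDR = 0.0156). The reactive list in neurons had an FDR below 0.05 in 12 of its 16 other settings, with FDRs up to 0.0801. All calls named from these lists in neurons were lost without kainate neurons replicate 2 or 3, sham neurons replicate 2 or 3 or kainate glia replicate 2, those of Ptx3, Timp1 and Vim also without kainate neurons replicate 1, and those of Clcf1, Timp1 and Vim also without sham neurons replicate 1, with FDRs up to 1. The calls named in glia were lost without kainate glia replicate 2 or sham glia replicate 1, those of Ptx3, Sphk1, Hspb1 and Serpina3n also without kainate glia replicate 1, and those of Sphk1 and Hspb1 also without kainate neurons replicate 2, sham neurons replicate 3 or kainate glia replicate 3, with FDRs up to 0.803. The interaction was not called for any of these genes (FDR = 1 each). Under the block it was called for Vim, Timp1, Sphk1, Emp1, Tm4sf1, S1pr3, Cd44 and Serpina3n, with FDRs from 5.30e-05 for Serpina3n to 0.210 for Sphk1, and not for Clcf1, Ptx3 or Hspb1. Among all genes, the block called 11 genes of the A2 list, 5 of the A1 list and 10 of the reactive list in glia, and 9, 3 and 8 in neurons.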

Within the glial genes in the CLH, more genes overlapped with a gene set previously related to a “beneficial” type of astrocyte (A2) than with the gene set of “detrimental” astrocytes (A1) (46), possibly representing a glia-mediated endogenic anti-epileptogenic process in early epileptogenesis. Other epileptic activity-induced genes with seizure-alleviating or potentially even anti-epileptogenic effects include *Gal, Socs3*, and *NPY*. GAL (galanin) has previously been shown to exhibit anti-seizure effects and comprises potential anti-epileptogenic qualities (50). 

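Gal (ENSMUSG00000024907, chromosome 19, 3409915 to 3414544), which encodes galanin, had 23.7 ± 5.58 normalized CPM in kainate and 0.415 ± 0.288 in sham neurons of the CLH (n = 3 each). The raw counts were between 423 and 785 in the kainate libraries and between 2 and 22 in the sham libraries. The log2 fold change was 5.74 (standard error 0.80, FDR = 0.0354). For Gal in neurons, the FDR rose to 0.458 without sham neurons replicate 2 and stayed below 0.25 in the 10 other fits with a library left out, and the log2 fold change ranged from 5.41 to 6.32 over 23 other settings. In glia, Gal had 3.97 ± 1.33 (n = 3) in kainate and 0.751 ± 0.972 (n = 2) in sham libraries, a log2 fold change of 2.36 (standard error 0.82, FDR = 1, and 0.000144 with the replicate block), and the 2 changes did not differ by the interaction test (difference 3.39, standard error 1.04, FDR = 1), though they did with the replicate block (difference 2.90, FDR = 0.0170).

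**Figure D2:**
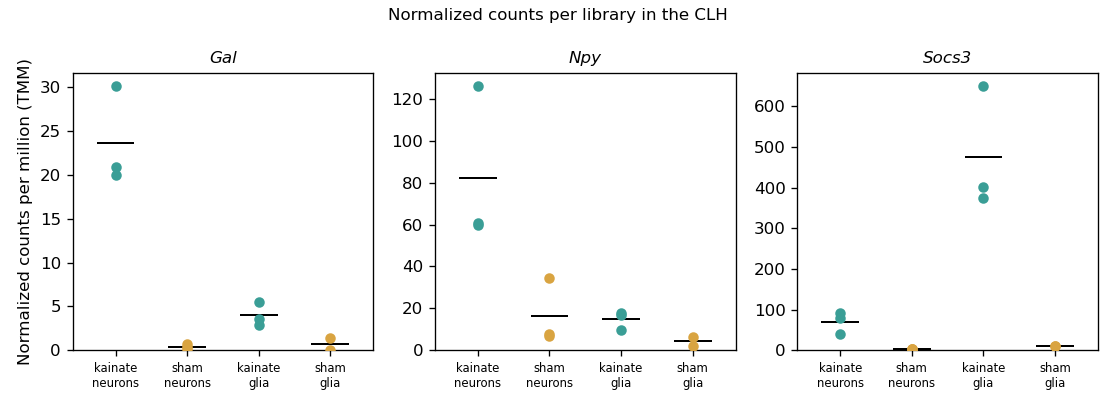
Normalized CPM (vertical axis, starting at 0) of Gal, Npy and Socs3 in each of the 11 libraries, by treatment and cell type, with 1 point per library and the mean as a bar. All 3 kainate neuron libraries lie above all 3 sham neuron libraries for each gene, and Socs3 reached its highest values in kainate glia.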

The gene expression levels of *Galanin* are elevated in neurons in the CLH, possibly revealing epileptic activity-related homeostatic effects. 

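Npy (ENSMUSG00000029819, chromosome 6, 49822710 to 49829507) had 82.3 ± 38.0 normalized CPM in kainate and 16.4 ± 15.6 in sham neurons of the CLH (n = 3 each). All 3 kainate libraries lay above all 3 sham libraries, and the log2 fold change was 2.33 (standard error 0.62, FDR = 0.548), so Npy was not called at FDR below 0.25. Over 23 other settings the log2 fold change ranged from 1.89 to 3.47 and the FDR from 1.02e-11 to 1, and Npy was called in 7 of them. These are the replicate number as a block, which gave 2.64 and the lowest FDR, DESeq2 (FDR = 0.0342), a fit of the neuron libraries alone, genes with an Entrez Gene ID, a set chosen after seeing the data (FDR = 0.150), and the fits without sham neurons replicate 1, sham glia replicate 1 or sham glia replicate 3. For Npy in neurons, these 3 gave FDRs of 0.118, 0.225 and 0.229. In glia, the log2 fold change of Npy was 1.77 (standard error 0.72, FDR = 1, and 3.05e-06 with the block).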

Further, we find the gene expression levels of NPY (neuropeptide Y), a neuropeptide recently successfully shown to attenuate seizures in slices of medication-refractory TLE (51), elevated in neurons in the CLH. Lastly, we find elevated levels of SOCS3 in glia in the CLH. 

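Socs3 (ENSMUSG00000053113, chromosome 11, 117966079 to 117970047) had 476 ± 151 (n = 3) normalized CPM in kainate and 10.5 ± 0.298 (n = 2) in sham glia of the CLH. Its log2 fold change of 5.50 (standard error 0.54, FDR = 0.00358) was the one in glia with an FDR below 0.05. Left out in turn, no single library took it above 0.25, with log2 fold changes from 5.12 to 5.61 and FDRs from 0.00273 to 0.0838. In a fit of the glia libraries alone, the FDR for Socs3 in glia was 0.707. Neurons showed 69.8 ± 26.7 in kainate and 3.14 ± 0.0807 in sham libraries (n = 3 each). The interaction was not called for Socs3 (neurons minus glia -1.02, standard error 0.57, FDR = 1), though it was with the replicate block (difference -1.11, FDR = 0.112).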

*Socs3* codes for the suppressor of cytokine signaling 3 protein. This protein reduces the pro-inflammatory responses of, among others, IL-6, IFN, IL2, Il12, and NfkB signaling pathways and reduces astrocytic chemokine production (52). Thus, *Socs3* expression potentially represents another example of an endogenic reaction aiming at reducing the detrimental effects of seizures.

In sum, we speculate that anti-epileptogenic effects may outweigh pro-epileptogenic effects and thus prevent morphological alterations like neuronal death and reactive gliosis in the CLH. In fact, we find a higher fraction of GO terms anticipating anti-epileptogenic effects like “neurogenesis” (glia) and a lower number of GO terms indicating pro-epileptogenic qualities like “negative regulation of neuronal death” (neurons) in the CLH (Supplementary Table, sheets 2 and 5) compared to the ILH (22).

### Potential Upstream Targets of Hippocampal Sclerosis and Epileptogenesis

If one were to speculate which genes in our ipsilateral and contralateral findings in early epileptogenesis were most likely potential candidate genes driving hippocampal sclerosis and epileptogenesis, one could hypothesize that these would have to be exclusively found on the list of differentially expressed genes in the ILH. Featuring morphological changes like reactive gliosis and neuronal death, the ILH is associated with epileptogenesis (Figure 1).

For neurons, genes only differentially expressed in the ILH comprise pathways within various inflammatory responses and epilepsy-relevant genes like *Mir132* (53) and *Drd1* (54) (Table 5 and Supplementary Table, sheet 21). 

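In CLH neurons, Mir132 had 11.7 ± 3.16 normalized CPM after kainate and 2.12 ± 0.725 in sham libraries (n = 3 each), and every kainate library lay above every sham library. Its log2 fold change was 2.47 (standard error 0.62, FDR = 0.404), where the paper's reported value for ILH neurons is 3.39. The counts on Mir132 are those of a short gene inside the longer transcript 1700016P03Rik on the same strand, which rose by 2.34, and do not measure the mature microRNA. For Drd1, CLH neurons held 73.0 ± 7.72 in kainate and 22.6 ± 6.26 in sham libraries, a log2 fold change of 1.69 (standard error 0.53, FDR = 0.970), and the paper's reported value for the ILH is 1.82. Neither was called at FDR below 0.25. Both were called with the replicate block, with FDRs of 1.71e-06 for Mir132 and 9.63e-08 for Drd1. Over 23 other settings the FDRs reached from these values up to 1. Other settings that called Mir132 in neurons were DESeq2 (FDR = 0.0115), edgeR's newer method (FDR = 0.0781) and a fit of the neuron libraries alone (FDR = 0.0447), which called Drd1 in neurons as well (FDR = 0.0220). Mir132 in neurons was called without kainate glia replicate 1 (FDR = 0.149), sham glia replicate 1 (FDR = 0.183) or sham glia replicate 3 (FDR = 0.176). Drd1 in neurons was called without sham glia replicate 1 or 3 (FDR = 0.130 for both).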

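In CLH glia, none of Ifit3, Iigp1, Ifi204, Il4ra, Ptgs2, Bdnf, Mir132, Cxcl10 and Grm3 was called at FDR below 0.25. The log2 fold change was 0.77 for Ifit3 (standard error 0.56), 0.99 for Ifi204 (standard error 0.64) and 1.85 for Iigp1 (standard error 0.65), where the paper's reported values for ILH glia are 2.69, 4.09 and 3.09. Il4ra had 81.3 ± 13.1 (n = 3) normalized CPM in kainate and 24.2 ± 11.2 (n = 2) in sham glia, a log2 fold change of 1.75 (standard error 0.41, FDR = 0.476), and the paper's value for the ILH is 1.81. For Bdnf the CLH value was 1.84 (standard error 0.57) and the paper's ILH value is 1.81. Ptgs2 rose by 1.69 (standard error 0.67), from 6.86 ± 4.82 (n = 2) to 22.2 ± 6.84 (n = 3), and Mir132 by 1.72 (standard error 0.73). Cxcl10 rose by 2.01 (standard error 0.78), from 2.50 ± 0.445 (n = 2) to 10.1 ± 9.34 (n = 3), where the paper's value for the ILH is 2.90. Grm3 had 89.0 ± 67.2 (n = 3) in kainate and 211 ± 163 (n = 2) in sham glia, a log2 fold change of -1.25 (standard error 0.69). The FDR of these genes was 1, apart from Il4ra. In 6 of the 9 genes (Iigp1, Ifi204, Il4ra, Ptgs2, Bdnf and Cxcl10) every kainate library lay above every sham library. Leaving out 1 library moved 7 of these log2 fold changes by more than 1.5 times. Without kainate glia replicate 1 they were 0.82 for Cxcl10 in glia, 0.00 for Ifit3 in glia, 0.59 for Ifi204 in glia, 1.19 for Iigp1 in glia and -2.04 for Grm3 in glia. That of Grm3 in glia was -0.07 without sham glia replicate 1 and -1.88 without sham glia replicate 3. That of Ptgs2 in glia was 2.67 without sham glia replicate 3, and that of Mir132 in glia 1.10 without kainate glia replicate 3.
With the replicate number as a block, 7 of these genes were called with an FDR between 6.71e-08 for Bdnf and 0.0328 for Iigp1, and 0.250, just below the threshold, for Mir132, and Ifit3 and Ifi204 were not called (FDR = 0.619 and 0.314). No omission of 1 library that left 2 sham glia libraries led to a call. Il4ra in glia was also called by DESeq2 (FDR = 0.0262), among genes with a CPM of at least 1 in 3 libraries (FDR = 0.141), and among genes with an Entrez Gene ID, a set chosen after seeing the data (FDR = 0.134). Over 23 other settings, each of the 9 reached an FDR of 1. A list of 27 interferon-stimulated genes, written before the data were examined, had a median log2 fold change of 0.55 in glia with 25 genes higher in kainate (fry, FDR = 0.314; camera, FDR = 0.00174), and 0 of its genes were called, or 4 with the block.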

In glia, genes upregulated in the ILH but not in the CLH include several interferon- and interleukin-associated genes like *Ifit3, Iigp1, Ifi204*, and *Il4ra*, other inflammatory genes previously associated with epilepsy like *Ptgs2* (Cox2) (55), and epilepsy-related genes like *Bdnf* (56) and *Mir132* (53) (Table 6 and Supplementary Table, sheet 24). Downregulated genes in glia involve, among others, *Grm3*, a gene encoding for the metabotropic glutamate receptor 3, previously shown to be downregulated in experimental and human mTLE (57).

Within these genes exclusively differentially expressed in the ILH (and not CLH), one could check for overlaps with the top target genes in the reactive gliosis gene set mentioned earlier. Glial *CxCl10* and *Ptgs2* (*Cox2*) are exclusively differentially expressed in both the ILH (22) and in a previous genomic analysis of reactive gliosis (46). CXCL10, a chemokine elevated in various central nervous system (CNS) pathologies like Alzheimer's disease (58), multiple sclerosis (59), and Rasmussen encephalitis (60), has been shown to elicit elevated neuronal excitability after acute (61) and chronic exposure (62). Produced in astrocytes (63), it mediates neuronal death *via* Ca^2+^-dependent apoptosis (64). *Ptgs2*, coding for COX2, a cyclooxygenase exerting pro-epileptogenic effects in epileptogenesis (55), represents another potential glial upstream target for anti-epileptogenic intervention. These findings are in line with previous studies on the importance of glia-driven inflammatory pathways in epileptogenesis (4, 65).

As mentioned, the number of genes differentially expressed by the glia in the ILH are significantly higher than those in the CLH. This possibly indicates a more pronounced glial reaction triggered by the combination of epileptic activity and kainate in the ILH. This is supported by the notion of previously reported glial responses to kainic acid injection (66). In the intracortical model of mTLE-HS, the effects of epileptic activity and kainate are difficult to disentangle. Both kainate (67–69) and epileptic activity (47, 48, 70) can exert cytotoxic effects that, in combination, might be potentiated (71, 72). A previous genomic analysis of the ipsilateral and contralateral hippocampi of kainate-injected rats in chronic epilepsy (43) created a “kainic acid” gene set—a list of genes presumably induced by kainic acid. We find a surprisingly small overlap of these “kainic acid genes” with our data (exclusively ILH: *Spp1* and *Hspb1* in neurons and *Spp1* in the glia), possibly indicating that the singular effect of kainate may not be of primordial importance for downstream effects like hippocampal sclerosis and epileptogenesis after all (for restrictions in interpretability, see *Limitations*). Further, our goal was to identify upstream gene expression alterations possibly leading to hippocampal sclerosis, and as such, the exact cause of these alterations may be of secondary importance as long as they lead to epileptogenesis-relevant hallmarks.

### DNA Methylation and Its Role for Gene Expression in Early Epileptogenesis

In line with previous studies (22, 73, 74), DNA methylation occurs mainly in a cell-specific manner in the CLH. Regarding the methylation of singular CpG sites, hypermethylation slightly outweighs hypomethylation in both neurons and glia, both with regards to differentially methylated CpGs in total and differentially methylated CpGs within genomic regions. This trend is similar to the DNA methylation dynamics observed at 24 h in the ILH (22) and to previous data from DNA methylation alterations in a rat model of chronic epilepsy (75). Differentially methylated regions were mostly hypermethylated in neurons and hypomethylated in glia. This represents a near inversion of the methylation pattern of the differentially methylated regions in the ILH, where most differentially methylated regions in neurons were hypomethylated and most differentially methylated regions in the glia were hypermethylated (22). Previous studies of epilepsy-related DNA methylation in acute phases of epilepsy in animal models found no general trend toward hyper- or hypomethylation (30) or a tendency toward hypomethylation (76).

One possible reason for the higher ratio of hypomethylated differentially methylated regions in glia in the CLH is the higher levels of gene expression of *Gadd 45b* and *Gadd 45g*, which both are capable of DNA demethylation (77). 

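Gadd45b (ENSMUSG00000015312, chromosome 10, 80930073 to 80932204) had 257 ± 232 (n = 3) normalized CPM in kainate and 6.72 ± 3.69 (n = 2) in sham glia of the CLH, a log2 fold change of 5.26 (standard error 0.85, FDR = 0.0763). For Gadd45g the values were 96.5 ± 42.9 and 10.7 ± 5.53, a log2 fold change of 3.18 (standard error 0.58, FDR = 0.142). Gadd45b in glia was not called without sham glia replicate 1 (FDR = 0.326). Gadd45g in glia was not called without kainate neurons replicate 2 (FDR = 0.336), sham neurons replicate 3 (FDR = 0.259), kainate glia replicate 1 (FDR = 0.407), kainate glia replicate 2 (FDR = 0.325) or sham glia replicate 1 (FDR = 0.326). In neurons, Gadd45b rose by 2.52 (standard error 0.62, FDR = 0.390, and 1.39e-13 with the replicate block) and Gadd45g by 2.29 (standard error 0.47, FDR = 0.204). The interaction was not called for either gene (FDR = 1 for both), with an unadjusted quasi-likelihood p of 0.0103 for Gadd45b and 0.213 for Gadd45g. Under the replicate block, the difference was called for Gadd45b (-2.74 for neurons minus glia, FDR = 1.9e-07).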

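Atf3 (ENSMUSG00000026628, chromosome 1, 191170296 to 191218039) had 42.8 ± 29.7 (n = 3) normalized CPM in kainate and 2.62 ± 0.0859 (n = 2) in sham glia of the CLH, a log2 fold change of 4.03 (standard error 0.63, FDR = 0.0763). For Atf3 in glia, the FDR was 0.387 without sham glia replicate 1 and below 0.25 in the 10 other fits with a library left out. Its log2 fold change was between 3.22 and 4.25 over 23 other settings. In neurons it rose by 3.41 (standard error 0.52, FDR = 0.0566), a call lost without sham neurons replicate 2 (FDR = 0.556) or 3 (FDR = 0.405), as given for Atf3 in neurons. The methylation at this gene was not examined, since the values used here are those of the mRNAseq libraries alone.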

In the CLH, significant alterations of differential DNA methylation and differential gene expression coincided at several genomic loci (Supplementary Table, sheets 19 and 20), e.g., at epilepsy-relevant genes like *Spp1* (78) in neurons and *Atf3* (79) in glia. Differential gene expression and differential DNA methylation coincide at epilepsy-related loci in both the CLH and ILH, yet the overlap of differential methylation between the CLH and ILH is marginal. There are no genomic loci in both the CLH and ILH at which differential DNA methylation and differential gene expression coincide in both hippocampi. While several previous studies revealed various associations between DNA methylation and gene expression in epilepsy (28, 29, 75), more recent studies have claimed a more restricted importance of DNA methylation for gene expression in epilepsy (80). The general role of DNA methylation for the regulation of gene expression appears to be highly tissue- and context-specific (81) and may not be the primary factor determining gene expression in early epileptogenesis. Thus, how changes in DNA methylation are related to differential gene expression in early epileptogenesis remains unclear.

### Limitations

Considered a solid marker of mature neurons (82, 83), NeuN (Rbfox3) may not stain all CNS neurons (84). As such, the NeuN– fraction (referred to as glia) may, apart from astrocytes, oligodendrocytes, and microglia, contain a minor fraction of non-glial cells (e.g., endothelial cells, pericytes, and neurons) (84–86).

At steady state, RNA sequencing (RNAseq) is a solid approach for the estimation of protein abundance, and as such, biological function, yet in transition states, distortions in this correlation may occur (17, 18). Hence, we may under- or overestimate biological effects based on our interpretation of the differential gene expression results 24 h after injection. Also, posttranscriptional (87) and posttranslational mechanisms (88) may account, among other things, for a non-linear correlation between mRNA and protein abundance. These shortcomings may also contribute to an explanation as to why the CLH, which features many of the same differentially regulated gene transcripts as the ILH, does not feature morphological alterations.

A previous study on gene expression revealed a mainly stage-specific (acute, latent, or chronic) gene expression profile in epileptogenesis (89). As such, the comparison of our gene set, representing relatively acute changes of kainic acid-induced status epilepticus, to previous data from a chronic time point of epileptogenesis (43) should be interpreted with caution.

Regarding the only marginal overlap of differential DNA methylation between the CLH and ILH and the non-existent overlap of genomic loci with the association between differential gene expression and differential DNA methylation, one possible cause is that the method for detecting differential DNA methylation, RRBS, does not include all CpGs (37). RRBS covers most CpGs in promoters and CpG islands (but not all) and has a low coverage at, for example, CpG shores and enhancers (37). We might *ergo* have missed specific genomic loci at which differential DNA methylation and differential gene expression coincide.

## Conclusion

In this study we found substantial changes in gene expression and DNA methylation 24 h after status epilepticus in the mouse hippocampus contralateral to the site of kainate injection. This begs the question why the CLH, in contrast to the ILH, does not develop hippocampal sclerosis? In the CLH we found an overweight of upregulated genes with potential anti-epileptogenic properties. Further, we detected a significantly lower number of differentially regulated genes in glia. We therefore hypothesize that both an overweight of upregulated genes and pathways with potential downstream anti-epileptogenic effects and a lower number of genes and pathways with pro-epileptogenic qualities in glia contribute to prevent epileptogenesis in the CLH. Gene expression changes in terms of nuclear mRNA may, however, only be one among many factors when it comes to finally determining cellular responses upon external stimuli. Also the role of DNA methylation for gene expression remains still uncertain in this model as we only found a marginal overlap of differentially methylated sites between the CLH and ILH. In order to further disentangle the cell- and stage-specific orchestration of epileptogenesis, it is essential to perform longitudinal animal studies including the investigation of acute and chronic time points of epileptogenesis. Finally, studies exploring neuronal and glial gene expression in human tissue are required in order to evaluate the clinical relevance of these findings.

## Data Availability Statement

Raw data is available under GEO accession code GSE153976.

## Ethics Statement

The animal study was reviewed and approved by Norwegian Food Safety Authority, the Center for Comparatice Medicine, Oslo University Hospital and the University of Oslo.

## Author Contributions

TB: conceptualization, data curation, formal analysis, investigation, methodology, project administration, validation, visualization, writing–original draft, and writing–review & editing. KH: conceptualization, funding acquisition, investigation, methodology, project administration, resources, supervision, validation, writing–original draft, and writing–review & editing. KS: conceptualization, funding acquisition, methodology, project administration, resources, supervision, and writing–review and editing. ET: conceptualization, methodology, project administration, resources, supervision, and writing–review & editing. CN: investigation and writing–review & editing. HH: conceptualization, investigation, methodology, project administration, writing–original draft, and writing–review & editing. MV: conceptualization, data curation, formal analysis, methodology, project administration, software, supervision, validation, visualization, writing–original draft, and writing–review & editing. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

*CLH*, contralateral hippocampus comparison (specifically: comparison of the contralateral hippocampi of the kainic acid group *vs*. the sham group)
*GO*: Gene Ontology
*ILH*, ipsilateral hippocampus comparison (specifically: comparison of the ipsilateral hippocampi of the kainic acid group *vs*. the sham group)
*KEGG*: Kyoto Encyclopedia of Genes and Genomes
*mRNAseq*: mRNA sequencing
*mTLE-HS*: mesial temporal lobe epilepsy with hippocampal sclerosis
*RRBS*: reduced representation bisulfite sequencing.

# Supplementary material for: Differential Glial Activation in Early Epileptogenesis—Insights From Cell-Specific Analysis of DNA Methylation and Gene Expression in the Contralateral Hippocampus
**Source:** Front Neurol. 2020 Nov 16;11:573575. doi: 10.3389/fneur.2020.573575
**Supplement:** Supplementary file 1

**Supplementary document**

**Quality control of RRBS and mRNAseq in the CLH**
Obtained bisulfite conversion rates were mostly above 98% (Supp. Fig 1).

Only samples with a conversion rate of 98% (depending on non CpG estimation) or more were included in further analysis. Thus, sample KG2 (K=KA; G=glia; 2=sample #2) was excluded. Sample SG2 revealed a conversion rate just below 98% (end-repair C’ conversion estimation) but was not excluded since conversion rate based on non CpG estimation was above 98%. Multidimensional scaling plots for RRBS showed a clear differentiation between neurons and glia but not between SH and KA group (Supp. Fig 2). For mRNAseq, the multidimensional scaling plots revealed a distinction for both cell type (neurons and glia) and group (KA and SH) (Supp. Fig 2). Due to failed sample preparation, one sample from mRNAseq (SH, glia) was excluded from further analysis. As shown in (Supp. Fig 3), the NeuN+ fraction enriched for neuronal- and the NeuN- fraction for glial mRNA. This indicates a successful separation of neurons and glia.

**Supp. Fig1. Conversion rates (DNA methylation) of samples from CLH at 24 hrs past injection**

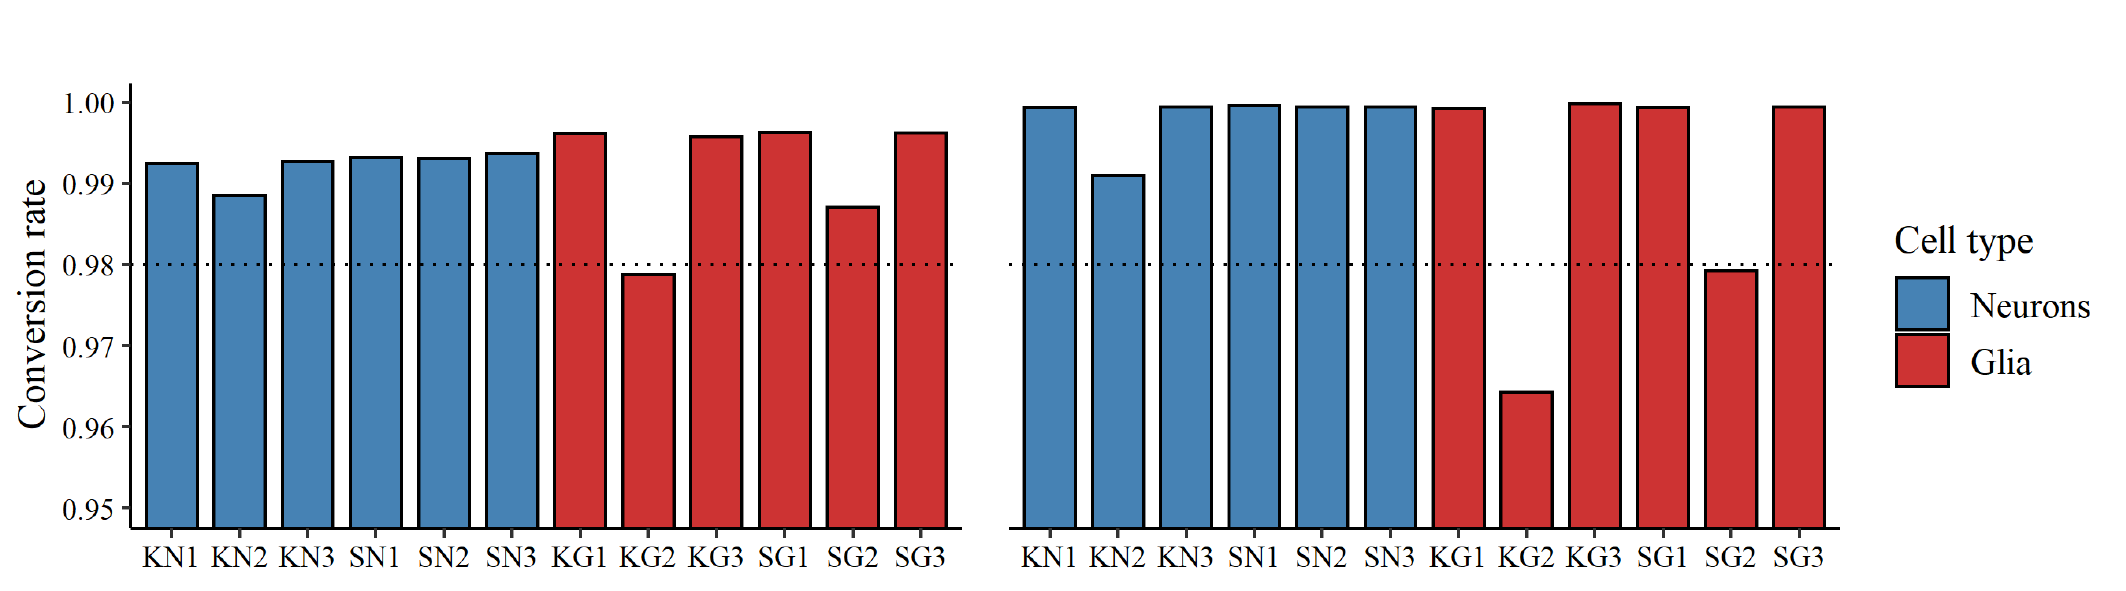

Conversion rates by conventional (left) and end-repair “C” (right) estimations. Samples on x-axis and conversion rate on y-axis.

**Supp. Fig2. Multidimensional scaling plots of DNA methylation and mRNAseq from CLH at 24 hrs past injection**

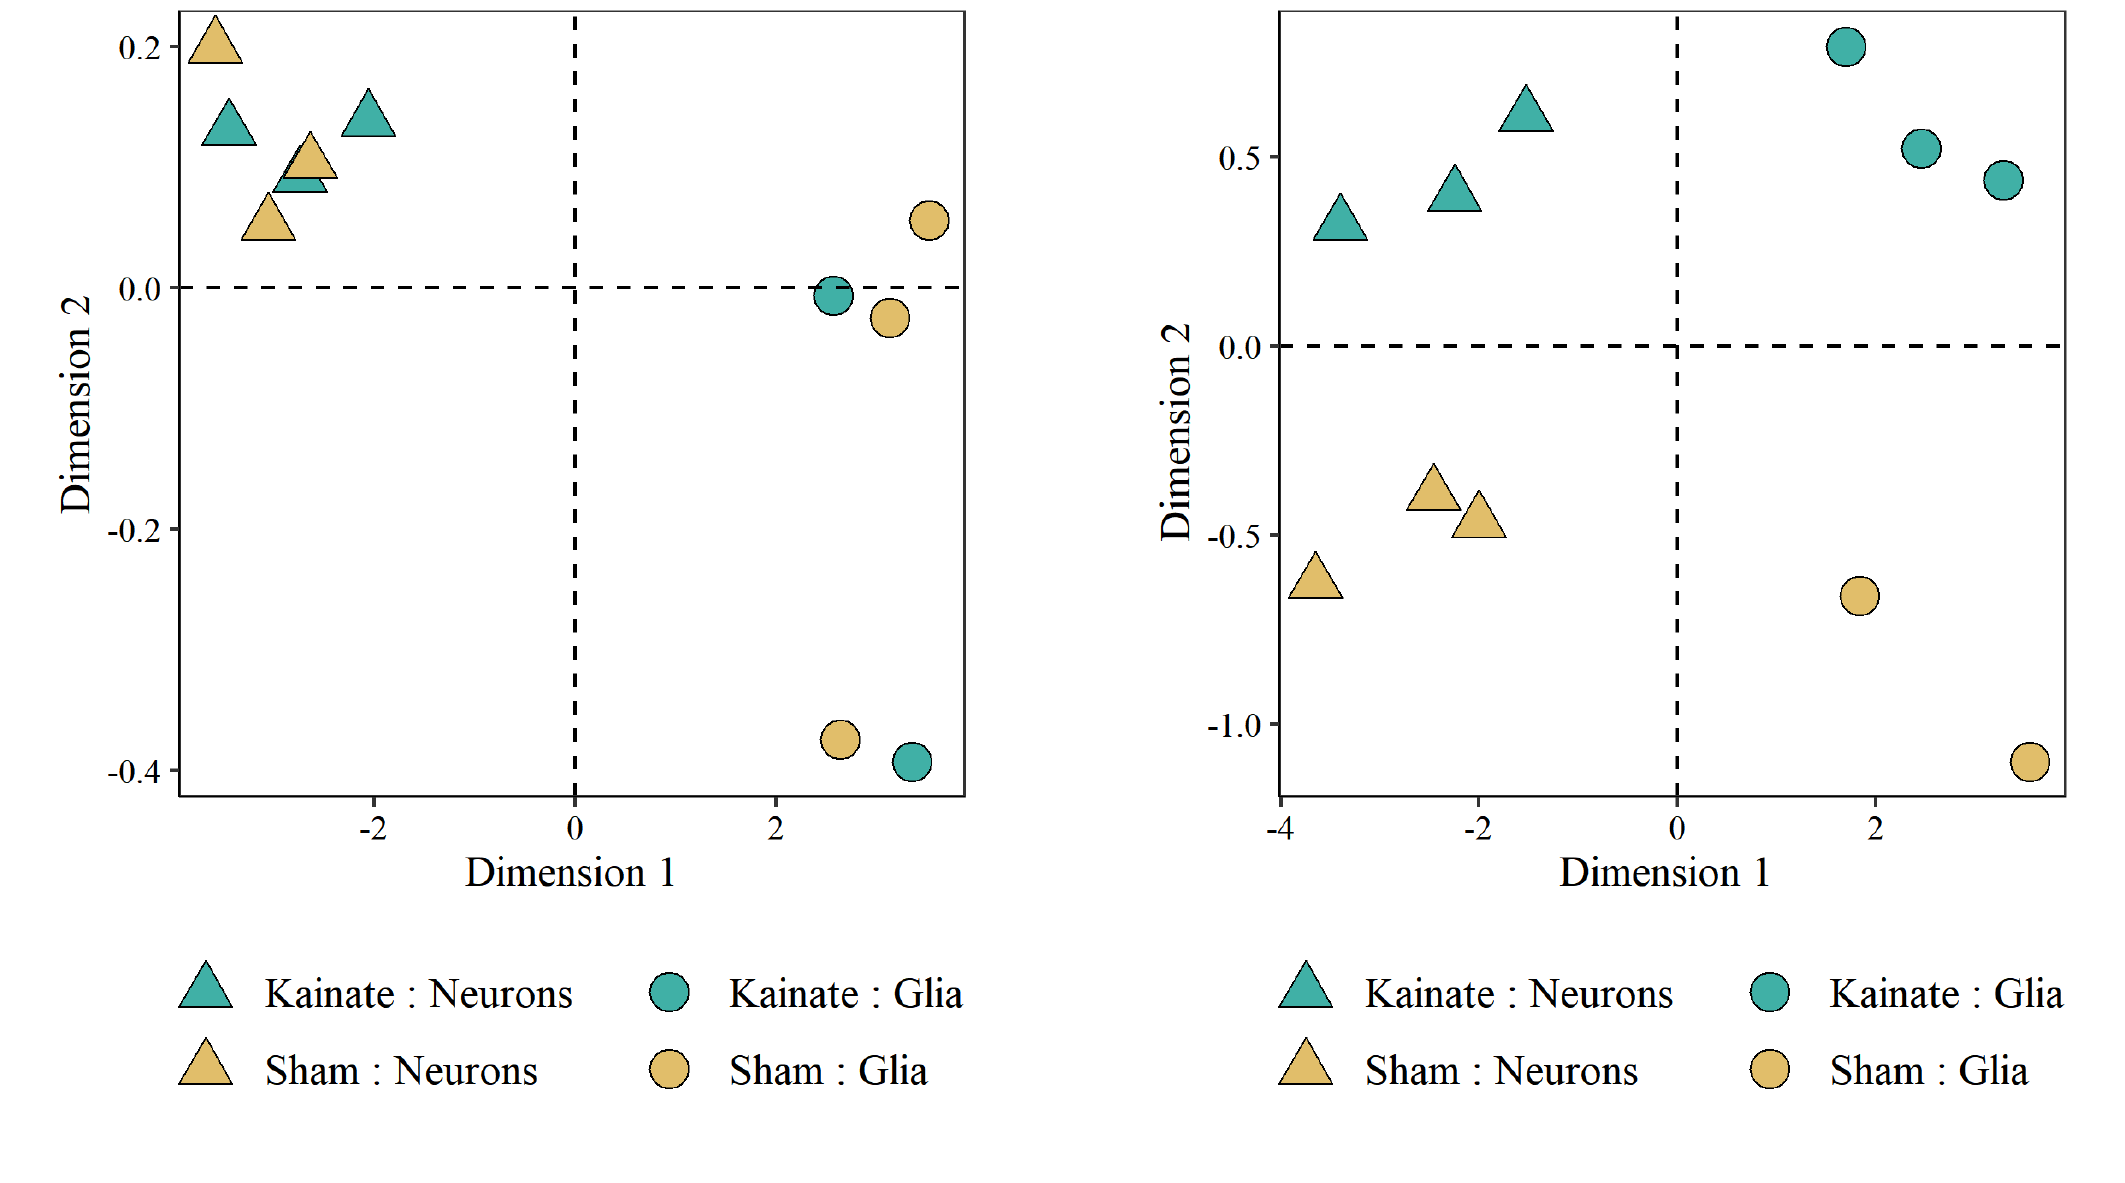

Multidimensional scaling plots of DNA methylation (left) and mRNA seq. Triangle for neurons and circle for glia; blue for KA and yellow for SH; Dimension 1 and Dimension 2 on x- / y- axis.

**Supp. Fig3. Enrichment of neurons and glia in NeuN+ and NeuN- fractions**

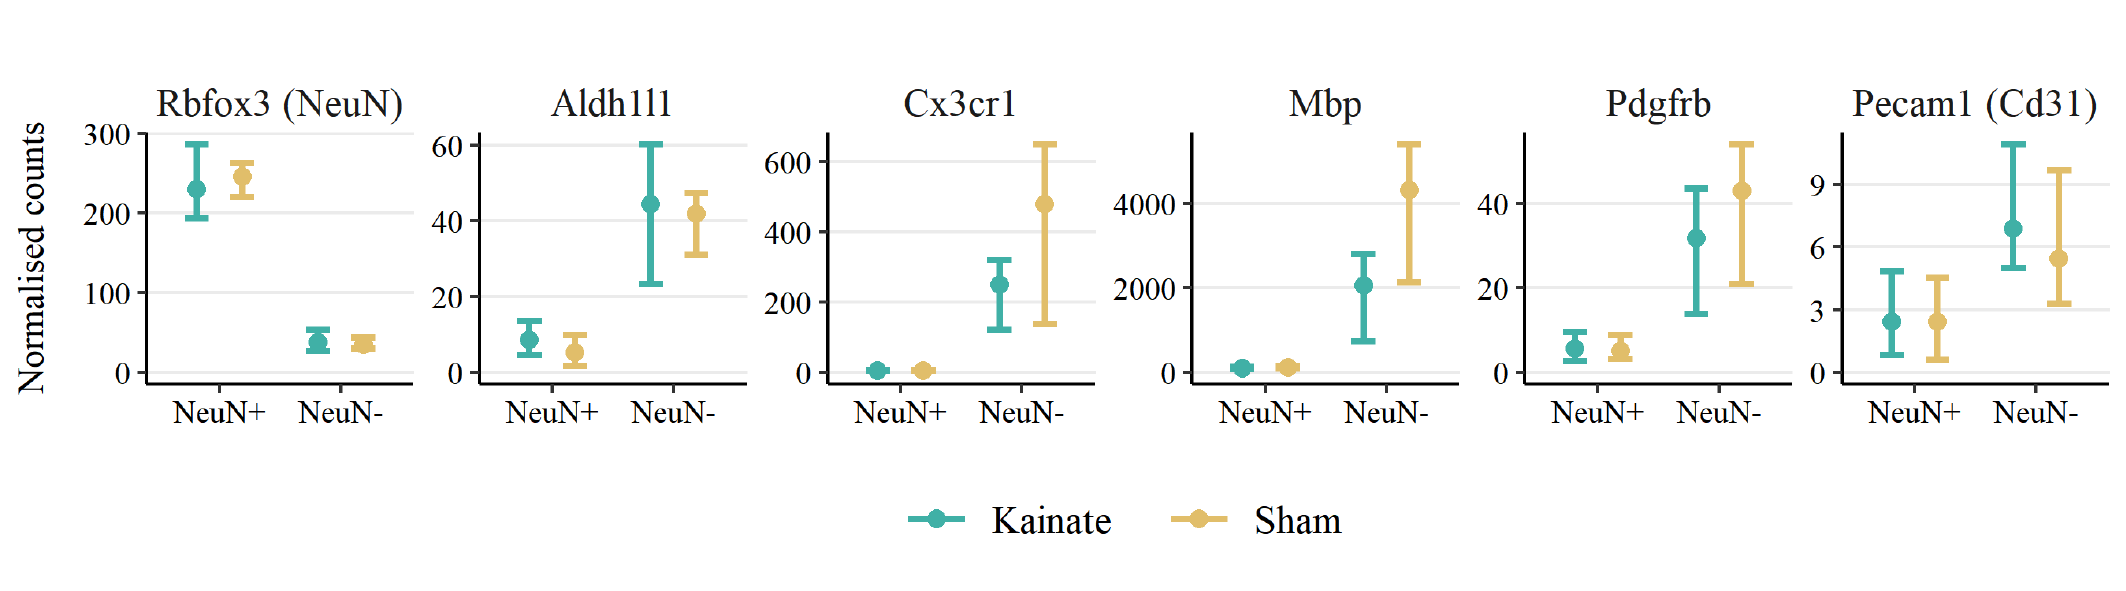

Normalized counts of mRNAseq data for a selection of neuronal and non-neuronal marker genes in the NeuN+ and NeuN- fractions. *Rbfox3*: Neurons, *Aldh1l1*: Astrocytes, *Cx3Cr1*: Microglia*, Mpb*: Oligodendrocytes, *Pdgfrb*: Pericytes, and *Pecam1*: Endothelial cells.

**Output numbers of gene expression and DNA methylation data from the contralateral hippocampus at 24 hours past status epilepticus**

**Gene expression data**

A total of 23369 genes remained after filtering and were used for downstream analysis. 

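With genes without a symbol kept in, filterByExpr on the 4 groups left 40785 genes. Requiring a CPM of at least 1 in 3 libraries kept 29254 genes with a symbol, and without a filter 51592 genes with a symbol had a count. Of the genes tested, 20945 are protein-coding and 21406 have an Entrez Gene ID in the annotation.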

After processing, alignment and filtering, the mRNASeq samples yielded on average 6.8 giga bases (Gb) data aligned to the mouse genome (median = 7.4 Gb; range = [2.7 Gb - 12.2 Gb]). The fraction aligning specifically to mRNA regions varied from 15.7% to 46.4% (median = 29.1), resulting in an average of 2.0 Gb per sample informative for DGE analysis (median = 1.6 Gb; range = [1.1 Gb - 3.5 Gb]).

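In the deposited counts, protein-coding genes held 88.9% to 93.4% of the reads counted in a library and mitochondrial genes 0.00939% to 0.176%. A single gene took at most 3.71% of a library's counts.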

**DNA methylation data**

After filtering, 928 430 CpG sites remained and were used in subsequent analyses. On average, across all CpG sites and all samples, each CpG was covered by 30.8 reads. In individual samples the mean read depth varied from 26.5 to 35.2 (median =  31.5, IQR = [29.1-32.4]).

**Detailed methods**

**FANS sorting of nuclei**
All solutions and tubes were pre-chilled on ice prior to use, samples kept on ice whenever possible, and centrifugations performed at 4 °C. Mixing or resuspension of samples/nuclei was done by gentle pipetting with a 1 mL tip.

**Reagents and solutions**

The following reagents were used: Sucrose (Sigma-Aldrich cat.no. S0389), Tricine (Sigma-Aldrich cat. no. T0377), KCl (VWR cat. no. 26764.298), MgCl_2_•6H_2_O (Merck Millipore cat. no. 1058330250), CaCl_2_•2H_2_O _(_Sigma-Aldrich cat. no. C7902), Protease Inhibitor Cocktail (Biotools cat. no. B14001), Triton X-100 (Sigma Aldrich cat. no. T8532), Debris Removal Solution (DRS) (Miltenyi cat.no. 130-109-398), DPBS (ThermoFisher Scientific cat.no. 14190144), anti-NeuN Alexa Fluor488 (anti-NeuN-488) (Millipore cat. No. MAB377X), propidium iodide 100 µg/mL (PI) (Miltenyi, cat.no. 130-093-233), mirVana lysis buffer (RNA lysis buffer) (from mirVana miRNA Isolation Kit, Ambion cat. no. AM 1560), Tissue and Cell Lysis Solution (DNA lysis buffer) (from MasterPure Complete DNA and RNA Purification Kit, Epicentre cat. no. MC85200).

Incubation Buffer (IB): 0.25M sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM Tricine-KOH, pH 7.8

Homogenization buffer (HB): IB supplemented with Triton X-100 to 0.1% and 1x Protease Inhibitor Cocktail

**Homogenization of tissue**
Tubes of pooled hippocampi hemispheres were put on ice for immediate processing. Per tube, 1 mL of HB was added, hippocampi allowed to thaw for 1 min, and tissue with buffer poured into a GentleMACS C Tube (Miltenyi cat.no. 130-093-237). C tubes were subject to the m_brain_02_01 program on a GentleMACS dissociator (Miltenyi) and spun down at 100 x g for 30 sec to pellet undissolved tissue, and the homogenate was filtered through a 70 μm filter into a 15 mL conical tube. 1 mL HB was added to the undissolved tissue, the m_brain_02_01 program repeated, the C Tube spun down, homogenate collected as above into the 15 mL tube, after which the process was repeated again. Finally, the filter was washed with 1 mL IB, leaving approximately 3.5 mL of nuclei suspension per sample. 20 µL of suspension was diluted with IB to 100 µL and used for calculating the total number of nuclei by counting on NucleoCounter NC-100 (Chemometec). The average number of nuclei per homogenized hippocampal hemisphere was 960.000. In parallel with the hippocampal samples a NeuN-negative control sample containing 50 mg of adult mouse liver was processed in order to facilitate gating in downstream nuclear sorting. This sample was run on GentleMACS using the m_liver_03 program.

**Debris removal**The exact volume of each sample was measured and 290 μL of DRS added per mL of nuclei suspension. After gentle mixing, samples were overlaid with 4 mL DPBS and spun at 3000 x g for 20 min, with slow acceleration and brake turned off. Upper layer, debris interphase, and lower layer were discarded, and nuclear pellets were resuspended in 100 μL IB per one million nuclei (based on counting on filtered homogenate, see Homogenization of tissue) and transferred to 5 mL polypropylene tubes.

**Staining of nuclei**

Anti-NeuN-488 was added to each tube to a final concentration of 0.1 µg/mL, and samples incubated for 1 h on ice in the dark. Samples were not washed prior to sorting, as additional centrifugation resulted in a significant loss of nuclei.

**Nuclear sorting**

Sorting of nuclei was performed on a BD FACSAria (BD Biosciences). 0.1 µg PI (DNA stain) was added to each sample approximately five minutes prior to sorting. The instrument was set to gently agitate the sample at 100 rpm. The following strategy was used for gating (Supp. Fig 4): 1) A nuclear gate was defined by PI-positive events (excitation by 488 nm laser, emission collected by 616/23 band-pass filter). 2) Aggregated nuclei were excluded in a dot plot using the pulse width of side scatter (SSC-w) versus the pulse area of forward scatter (FSC-a). 3) The NeuN-negative gate was set based on signal from anti-NeuN-488 stained liver sample (excitation by 488 nm laser, emission collected by 530/30 band-pass filter). NeuN-positive and NeuN-negative hippocampal nuclei were sorted into 5mL tubes prefilled with 2 mL DPBS. On average, 36% of nuclei present in the filtered homogenate were recovered after sorting, with 66% sorted as NeuN-positive, and 34% sorted as NeuN-negative. Mean purity of the sorted fractions was measured 95%. Immediately after sorting 3 μL of 1 M MgCl_2_ and 5 μL of 1 M CaCl_2_ were added per mL of nuclei suspension (in order to avoid nuclear disruption during centrifugation, as suggested by (Jiang, 2008 #100), followed by gentle mixing. Half of each sample was transferred to a new tube, and all tubes were spun at 500 x g for 5 min. Supernatants were discarded, and nuclear pellets resuspended as follows (per sorted hippocampal sample): One pellet of NeuN-negative nuclei in 100 µL DNA lysis buffer, one pellet of NeuN-positive nuclei in 200 µL DNA lysis buffer, one pellet of NeuN-negative nuclei in 500 µL RNA lysis buffer, and one pellet of NeuN-positive nuclei in 500 µL RNA lysis buffer. Lysates for DNA isolation were stored at -20 °C until time of extraction. Lysates for RNA isolation were stored at -80 °C, with RNA extraction performed within 24 h.

**Supp. Fig4. Sorting of NeuN-positive and NeuN-negative nuclei by flow cytometry**

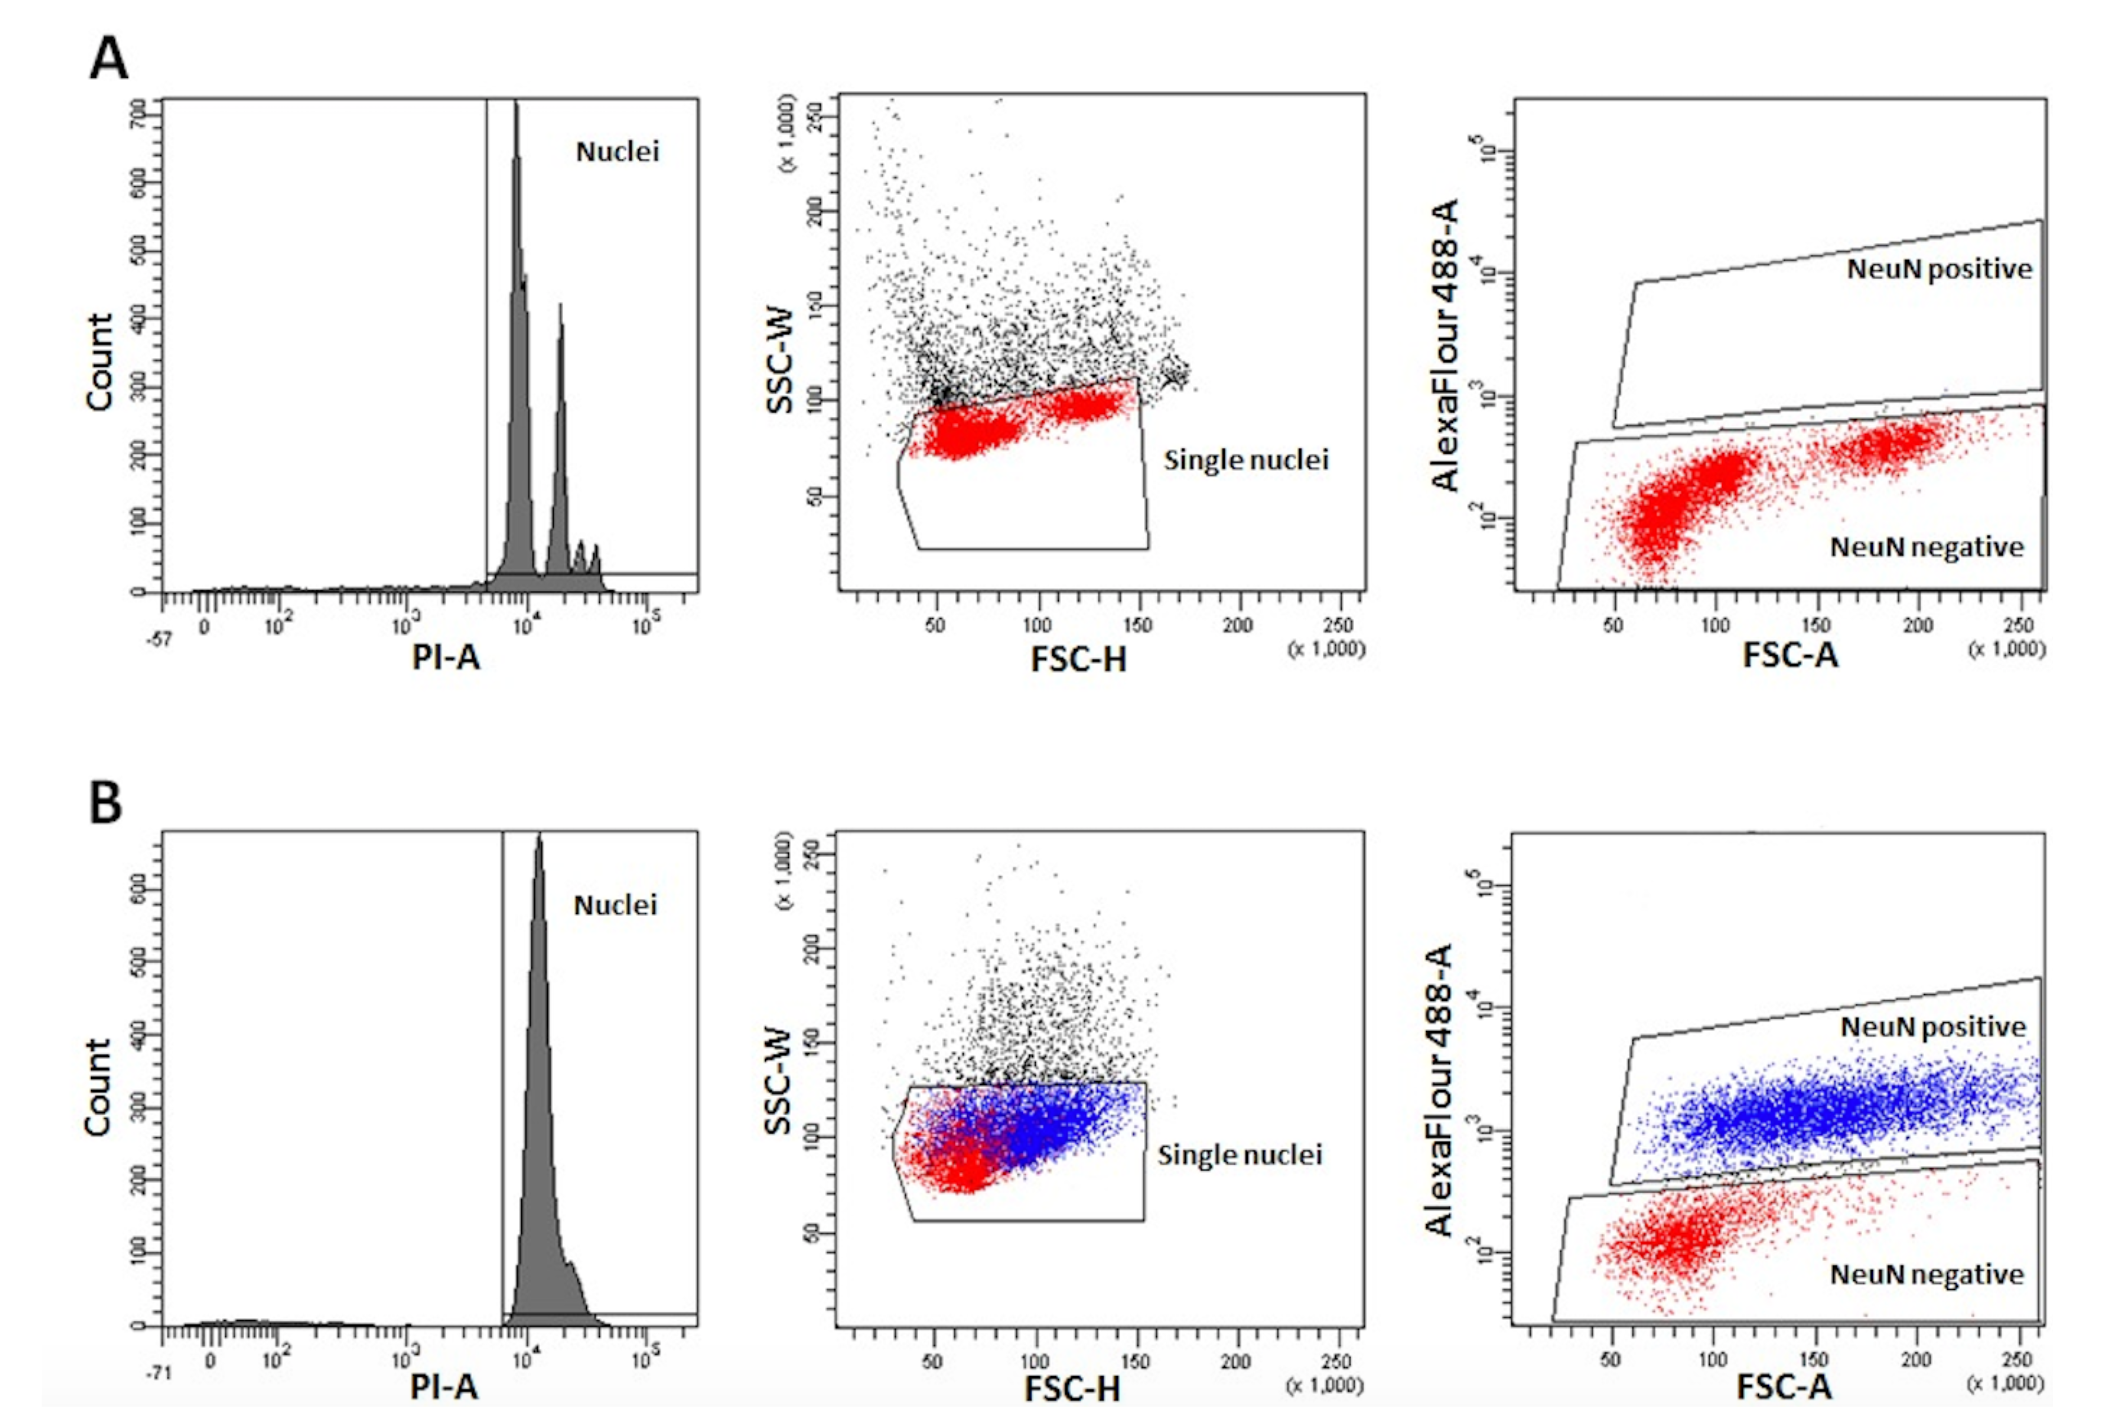

**(A, B) Nuclei were defined as PI-positive events, and aggregated nuclei were excluded in a SSC-w vs FSC-a plot.** Single nuclei from a tissue not expressing NeuN (adult mouse liver) were used to define the NeuN-positive and NeuN-negative gates (A), and hippocampal nuclei were sorted accordingly (B). Figure taken from Berger *et al*. [1] for illustration purposes.

**Isolation of total RNA from sorted nuclei**
Lysates were thawed on ice and total RNA extracted according to procedures E and F.I in the mirVana miRNA Isolation Kit protocol (Ambion cat. no. AM 1560). Up-concentration was performed using the RNA Clean & Concentrator-5 kit (Zymo Research cat.no. R1015), followed by elution in 8 µL nuclease free water. RNA concentration and integrity were assessed on Bioanalyzer (Agilent Technologies) with the RNA Pico Kit (Agilent Technologies cat.no. 5067-1513). Mean yield from NeuN-positive and NeuN-negative nuclei was approximately14 ng and 3 ng per sorted hemisphere, respectively. Mean RNA Integrity number (RIN) was 8.2.

**DNA isolation from sorted nuclei**

DNA was extracted from sorted nuclei with MasterPure Complete DNA and RNA Purification Kit (Epicentre cat.no. MC85200). First, lysates were thawed in room temperature, mixed with Proteinase K (0.33 µL per 100 µL lysate), and DNA extracted following the DNA purification protocol for cell samples, starting at step 5. DNA was resuspended in 20 μL of 5 mM Tris-Cl. DNA purity was assessed on NanoDrop (ThermoFisher Scientific), showing mean 260/280 and 230/280 absorbance ratios of 1.91 and 1.21, respectively. DNA concentration was measured on Qubit (DNA HS assay, ThermoFisher Scientific cat.no. Q32851). Mean yield from NeuN-positive and NeuN-negative nuclei was 520 ng (positives) and 240 ng (negatives) per sorted hemisphere.

**RRBS library prep**

A modified version of the gel-free protocol by [2] was used for RRBS library preparation. The main changes to the protocol were inclusion of a two-sided size selection prior to bisulfite conversion, and sample pooling performed after completion of single libraries. 100ng DNA was digested with 20 units of MspI (New England Biolabs cat.no. R0106S) in NEB buffer 2 (New England Biolabs cat.no M0212S) at 37°C for 24 hours, followed by gap filling and A-tailing using 5 units of Klenow fragment (NEB cat.no. M0212S) and 1 mM dCTP, 1 mM dGTP, and 10 mM dATP (NEB cat.no. N0446S), with incubation at 30°C for 20 min followed by 37°C for 20 min. Clean-up was performed using 3 volumes of AmPure XP beads (Beckman Coulter cat.no. A63880). For this step, and all downstream use of AmPure beads, care was taken not to over-dry the beads prior to elution in 10 mM Tris-Cl. 1 µL of a 1:10 dilution of adaptors from Illumina kit FC-121-3001/2 or FC-121-4001/2 was used for indexing of samples, with ligation performed by T4 ligase (NEB cat.no. M0202S) at 16°C for 19 h. A two-sided size selection using AmPure XP beads was performed aiming to recover ligation products between approximately 200 and 400 bp. The exact volume of ligation reaction was measured, and fragments longer than 400 bp was removed by to consecutive rounds of binding to beads. First, a sample:bead ratio of 1:0.4 was used (e.g. 30 µL ligation reaction and 12 µL beads). After 15 min incubation and 5 min on magnet, the supernatant was collected, and the beads discarded. This step was repeated, adding 0.2 x initial sample volume to the supernatant (6 µL beads if ligation reaction was 30 µL), discarding the beads after incubation, and keeping the supernatant. To remove fragments shorter than 200 bp, a standard AmPure XP clean-up was performed, adding a bead volume corresponding to 1.25 x initial sample volume, minus the volume of bead solution already present in the supernatant (e.g. 30 µL x 1.25 – (6+12) µL, i.e. 19.5 µL bead volume added). Size selected fragments were bisulfite converted with the EpiTect Bisulfite Kit (Qiagen cat.no. 59104) using the procedure for FFPE samples and two consecutive rounds of the incubations given in the protocol. Bisulfite converted samples were eluted in 20 µL elution buffer. 16 µL of the eluate was mixed with 89.6 µL nuclease free water, 16 µL 10mM dNTPs (ThermoFisher scientific cat.no. N8080260), 16 µL 10× PfuTurbo Cx buffer, 9.6 µL of 2.5 µM TruSeq forward primer (5’AATGATACGGCGACCACCGAGAT 3’), 9.6 µL of 2.5 µM TruSeq reverse primer (5’CAAGCAGAAGACGGCATACGA 3’), and 3.2 µL PfuTurbo Cx hotstart DNA polymerase (Agilent cat.no. 600412). The mix was divided into eight aliquots in a 96 well PCR plate, and PCR was performed at the following conditions: 95°C for 2 min, followed by 16 cycles of 95°C 30 sec, 65°C 30 sec, 72°C 45 sec, and finally 72°C for 7 min. The aliquots were pooled together, and the PCR reaction purified by 1.25 x volume of AMPure XP beads, with elution in 22 µL 10 mM Tris-Cl. Fragment distribution was analyzed on Bioanalyzer, using the DNA HS kit (Agilent cat.no. 5067-4626). Libraries showing adapter dimers on the Bioanalyzer traces went through a second AMPure XP clean-up (sample:bead ratio 1:1.25) and run again on Bioanalyzer. Library concentration was measured on Qubit (DNA HS assay).

**High throughput mRNA-sequencing library prep**

SMART-Seqv4 Ultra Low Input RNA Kit for Sequencing (Takara Bio cat.no. 634891) was used for mRNA specific cDNA synthesis and amplification through oligo(dT) priming, using an input of 1 ng total RNA and 10 cycles of PCR. Two samples had limited amounts of RNA, and a lower input amount was used (approximately 0.05 ng (15 cycles PCR)). cDNA concentrations were measured on Qubit (DNA HS assay), and 20 ng of each sample was fragmented on Covaris LE220 (Covaris) using the recommended settings in the SMART-Seqv4 protocol. Fragmented cDNA was purified with 2 volumes AMPure XP beads, eluted in 12 µL 10 mM Tris-Cl, and measured on Qubit.
Sequencing libraries were prepared from fragmented cDNA using the ThruPlex DNA-seq Kit (Rubicon Genomcs cat.no. R400407) according to manufacturer’s instructions. Library concentration was measured on Qubit, and fragment distribution analyzed on D1000 Screen Tape on TapeStation (Agilent cat.no. 5067-5582/3).

**References**

1. Berger TC, Vigeland MD, Hjorthaug HS, Etholm L, Nome CG, Tauboll E, et al. Neuronal and glial DNA methylation and gene expression changes in early epileptogenesis. PloS one. 2019;14(12):e0226575.

2. Boyle P, Clement K, Gu H, Smith ZD, Ziller M, Fostel JL, et al. Gel-free multiplexed reduced representation bisulfite sequencing for large-scale DNA methylation profiling. Genome Biology. 2012;13(10):R92.

How the deposited data were processed for this re-analysis (not part of the article)

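The mRNAseq libraries were made from NeuN+ and NeuN– nuclei of the left hippocampi of mice killed 24 h after kainate or saline was injected on the right side. There were 8 mice per treatment, pooled into 3 samples, and each pool gave 1 library per fraction, apart from 1 sham NeuN– sample whose preparation failed. The paper's methods say that data from glia and neurons were analyzed separately, and its supplementary values give a gene one average abundance in both cell types, so 1 model holds all libraries here and a separate fit is an alternative. The authors trimmed the reads with Trim Galore, aligned them with Rsubread and counted uniquely mapping reads per gene with featureCounts on GENCODE release 16 for mouse. The deposited values are these raw counts for 53379 genes in 11 libraries, whole numbers with different totals. No values of the 11 bisulfite samples were used, so nothing about DNA methylation was recomputed. No processed values for the ILH were used, and the ILH values given are the paper's.
Genes without a symbol (105) were left out, and edgeR's filterByExpr (minimum count 10, minimum total count 15) kept 40714 genes. Counts were scaled by the TMM method, and edgeR's quasi-likelihood model (glmQLFit with legacy=TRUE) was fitted to the 4 group means. The kainate effect was tested in neurons, in glia and as the difference between them, and NeuN+ was compared with NeuN– nuclei over both treatments. The common biological coefficient of variation was 0.600, with 7 residual and 6.76 prior degrees of freedom. Each p was adjusted over the genes of its comparison by the Benjamini-Hochberg method, with genes called at FDR below 0.25. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Normalized CPM use TMM factors. Coordinates are of mm10.
Lists of genes were tested with limma's fry, adjusted over 5 lists in both cell types, or over 7 cell type lists in both, with an FDR below 0.05 as the threshold. The lists cover A1, A2 and pan-reactive astrocytes, interferon-stimulated and immediate early genes, and markers of neurons, astrocytes, microglia, oligodendrocytes, their precursors, endothelial cells and pericytes. They were written from general knowledge. Camera with its preset correlation was run as an alternative.
Other choices, set before the data were examined, were DESeq2's size factors, DESeq2's Wald test, no filter on low counts, a CPM (counts scaled to a common total) of at least 1 in 3 libraries, genes with or without a symbol, a separate fit per cell type, edgeR's newer quasi-likelihood method, a robust fit, FDR below 0.05, leaving out each library, the replicate number as a block within each cell type or by pool, low RNA input as a covariate, and leaving out both libraries of low input. Genes with an Entrez Gene ID, the block for the genes of Tables 5 and 6, and the scaling with each library left out were added after the data were seen. Leaving out a sham glia library leaves 1, which the model takes to vary like the other groups.
The genes named were chosen by a rule set before the data were examined, though after the values in the paper's tables had been seen. It takes the genes that the paper's text names for expression in the CLH or exclusively in the ILH, its 6 sorting markers, the 5 upregulated and 3 downregulated genes with the smallest p among those called whose groups do not overlap, the leading interactions, called genes of Tables 5 and 6 with those under older symbols, and called members of the lists. The genes of the pathways, the shared genes and the genes called outside the paper's lists were named after their values were seen.
The fits were tested on simulated data with 200 genes changed by 2 on the log2 scale. With the spread of the fit without the block, that fit recovered 19.5% of the genes in neurons and 11% in glia, and 15.2% and 38.9% of its calls were false. With replicate differences and the spread of the block fit, the fit without the block recovered 3.5% in neurons and 0% in glia, and the block fit 66.5% and 49.5%, with 15.3% and 17.5% of its calls false. DESeq2 recovered 36% and 38% in the first simulation with 69.7% and 72.3% of its calls false, and 34% and 22% in the second with 0 false calls. The block fit in the first simulation recovered 17.5% in neurons, with 16.7% of its calls false, and 0% in glia. Of 100 lists of 12 unchanged genes, 4 had an unadjusted p below 0.05 in fry for kainate against sham in neurons. This does not cover the tests of lists in glia. The number of pools limits the precision.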

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

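The check of Etv3l against Etv3 was chosen after the result was seen, and the checks of Cd1d1 and of overlapping genes were set before.
The kainate effect on Cd1d1 differed between cell types by 3.97 on the log2 scale, the one interaction called. It is a difference between groups of cells, with a log2 fold change of 4.10 in neurons and 0.13 in glia. The paper lists Cd1d1 for neurons. The interaction was not called for Cd1d1 in neurons against glia without kainate neurons replicate 2 (FDR = 0.255) or 3 (0.371), sham neurons replicate 2 (0.550) or 3 (0.444), or kainate glia replicate 1 (0.435) or 2 (0.568), nor without both low-input libraries (1). Before TMM scaling, Cd1d1 gained a CPM of 61.6 in neurons, and its near-identical copy Cd1d2 in sham neurons held 0.818% of that. This speaks only to reads that Cd1d2 would lose. Cd1d2 itself rose by 3.32 (FDR = 0.201), and reads of a rise of Cd1d2 placed on Cd1d1 need no such loss, so the copies cannot be told apart here. A response specific to neurons stays open. A change in which cells make up a fraction was not excluded for this gene.
In neurons, 5 genes that none of the paper's lists hold were called, a signal in genes the paper does not discuss. Ecel1 (chromosome 1, 87147655 to 87156521) rose by 1.92 on the log2 scale (FDR = 0.0704), from 9.36 ± 0.556 to 35.4 ± 0.856 normalized CPM (n = 3 each). Gpr153 rose by 1.78 (FDR = 0.153), Gm45774 by 3.04 (FDR = 0.203), Fbln2 by 1.90 (FDR = 0.224) and Etv3l by 2.60 (FDR = 0.249). Each is a call that single libraries decide. Ecel1 in neurons was lost without kainate neurons replicate 2 (FDR = 0.348) or sham neurons replicate 2 (0.556) or 3 (0.693). Gpr153 in neurons was lost without kainate neurons replicate 2 (0.550), kainate neurons replicate 3 (0.653), sham neurons replicate 1 (0.395), sham neurons replicate 2 (0.729), sham neurons replicate 3 (1) or kainate glia replicate 2 (0.317). The call of Gm45774 in neurons was lost without kainate neurons replicate 1 (0.434), kainate neurons replicate 2 (0.519), kainate neurons replicate 3 (0.593), sham neurons replicate 1 (0.481), sham neurons replicate 2 (1) or sham neurons replicate 3 (1). Fbln2 in neurons was lost without kainate neurons replicate 2 (0.995), kainate neurons replicate 3 (0.661), sham neurons replicate 1 (0.614), sham neurons replicate 2 (1), sham neurons replicate 3 (1) or kainate glia replicate 2 (0.461). The call of Etv3l in neurons was lost without kainate neurons replicate 1 (0.679), kainate neurons replicate 2 (0.463), kainate neurons replicate 3 (0.995), sham neurons replicate 1 (0.495), sham neurons replicate 2 (1), sham neurons replicate 3 (1), kainate glia replicate 2 (0.478) or kainate glia replicate 3 (0.271). With no filter, Gpr153 (0.278), Fbln2 (0.278) and Etv3l (0.310) in neurons were not called either, nor with the covariate Fbln2 and Etv3l (0.342 each), nor with the robust fit Etv3l (0.267). Of the 5 genes, 1 overlaps a gene that moved the same way at an unadjusted p below 0.05, Gm45774, which lies opposite Mt2 (log2 fold change 3.50). The paper's text does not name the strand setting of the counting, so reads of Mt2 and of Gm45774 cannot be told apart here. Etv3l is annotated as a pseudogene, and Etv3 rose by 0.94 in neurons, so shared reads may contribute and cannot be told apart from a rise of Etv3l. In the annotation used, Ecel1, Gpr153, Fbln2 and Etv3l overlap no other gene. A response to kainate stays open for all 5.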

How the results depend on the processing

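Genes with an Entrez Gene ID, the replicate block for the genes of Tables 5 and 6, and the scaling with each library left out were chosen after seeing the data, and the other alternatives were set before.
The direction of all 80 results for named genes held in each of their 1838 other fits. Their side of the threshold held in 1440, while 309 lost and 89 gained the call. The gap between cell types in the scaling (2.04, and 1.64 to 3.16 otherwise) moved by less than the SD of libraries within groups, 1.26. The 61 and 158 genes of Tables 5 and 6 in the ILH direction (59 to 61 and 144 to 159) stayed within 1.5 times. In each group of values below, the order is upregulated and downregulated genes in neurons, upregulated and downregulated genes in glia, genes in both, and genes called by the interaction, unless fewer are named. The cause was not tested for any change unless given.
At FDR below 0.05, a stricter threshold by construction, the counts were 8, 0, 1, 0, 1 and 0, and 6983 between NeuN+ and NeuN– nuclei. DESeq2's Wald test gave 239, 38, 147, 33, 59 and 24. With a CPM of at least 1 in 3 libraries they were 122, 15, 60, 7 and 26, and with edgeR's newer method 123, 13, 64, 9 and 21. The separate fit per cell type gave 324, 66, 0, 0 and 0. DESeq2's size factors changed the downregulated genes in neurons to 7 and moved the median of all genes by less than 0.1. With the Entrez Gene ID, which tests fewer genes, the counts were 185, 27, 76, 13, 38 and 9.
The replicate block gave 1299, 773, 1194, 1163, 673 and 788. By pool, the interaction called 9 genes and NeuN+ against NeuN– nuclei 24313. The block holds all 67 genes called in neurons and all 41 in glia, and besides the calls given at the results it adds that of Hspb1 in neurons (log2 fold change 1.87, FDR = 0.859, and 0.00161 with the block) and the interactions of Parp3, Ptgs1, Tubb6, Ecm1, Iigp1, Grm3, Mbp, Col16a1, Lilr4b, Fos, Junb and Egr1, called with FDRs from 7.47e-06 for Egr1 to 0.0913 for Mbp. Calls it adds in a cell type for which the text gives no value of the gene are left out here. With low input as a covariate the counts were 40, 1, 22, 0 and 4. Without both low-input libraries, which leaves 1 sham glia library, upregulated and downregulated genes in glia were 1 and 0, those in both 1 and the interaction 0. The genes of Table 6 at an unadjusted p below 0.05 were then 44, and the lists with an FDR below 0.05 were 3. Camera called 4 of the cell type lists where fry called 0. On the 100 most variable genes, kainate and sham overlapped less on dimension 2 of the scaling (-0.418, against -3.45).
Leaving out single libraries gave 5 (without sham neurons replicate 2 or 3) to 160 (without sham glia replicate 3) upregulated and 0 to 16 downregulated genes in neurons, and 1 (without sham glia replicate 1) to 2359 upregulated and 0 to 453 (both highest without sham glia replicate 3) downregulated genes in glia. Genes in both ranged from 1 to 61, interactions from 0 to 11, and NeuN+ against NeuN– nuclei from 11200 to 26560 (without sham glia replicate 1). Table 6 ranged from 52 (without sham glia replicate 1) to 115 genes, and the overlap on dimension 2 from -4.26 to -1.54 (without sham glia replicate 3).
Lists with an FDR above 0.05 changed direction in some fits without passing the threshold. Without both low-input libraries, astrocyte, endothelial, microglia, oligodendrocyte and pericyte lists in glia did so (FDR = 0.978 each). With single libraries left out, FDRs of those that did so ranged from 0.273 to 0.930 for the A1 astrocytes list in glia, 0.580 to 0.983 for the astrocytes list in glia, 0.822 to 0.983 for the endothelial cells list in glia, 0.812 to 0.983 for the endothelial cells list in neurons, 0.515 to 0.995 for the interferon-stimulated genes list in neurons, 0.172 to 0.983 for the microglia list in glia, 0.812 to 0.983 for the neurons list in neurons, 0.812 to 0.983 for the oligodendrocyte precursors list in neurons, 0.445 to 0.983 for the oligodendrocytes list in glia, 0.812 to 0.983 for the oligodendrocytes list in neurons, 0.812 to 0.983 for the pericytes list in glia and 0.812 to 0.983 for the pericytes list in neurons.
Depth limits what can be said of genes with few counts, such as Timp1, with 4 to 8 counts in sham glia, and Gal, with 2 to 22 in sham neurons.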

Differences from the paper's values

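Genes with an Entrez Gene ID were chosen after seeing the values, and the other alternatives named were set before the data were examined.
The paper's count of upregulated genes in neurons is 115, and 64 were called here. Values within 1.5 times of the paper's came with a CPM of at least 1 in 3 libraries (122), edgeR's newer method (123), leaving out both low-input libraries (90), and leaving out kainate glia replicate 1 (86) or 3 (96) or sham glia replicate 1 (153) or 3 (160). FDR below 0.05, DESeq2's size factors, DESeq2's Wald test, no filter, genes with or without a symbol, a separate fit, the robust fit, the block, the covariate and the other libraries left out did not bring it there. For downregulated genes in neurons the paper's count is 16 and 3 were called here, with 15 and 13 under that filter and that method, 13 without kainate glia replicate 3 and 16 without either sham glia library, and no other alternative within that margin. The paper's ratio of upregulated to downregulated genes in neurons is 7.19 and the ratio here is 21.3. DESeq2's size factors (9.57), DESeq2's Wald test (6.29), the filter (8.13), the separate fit (4.91), the newer method (9.46) and leaving out kainate glia replicate 1 (9.56) or 3 (7.38) or sham glia replicate 1 (9.56) or 3 (10) came within 1.5 times, while no filter, genes with or without a symbol, the robust fit, the block, the covariate, leaving out both low-input libraries and leaving out kainate neurons replicate 1 did not. Where no gene was downregulated there is no ratio.
In glia, the paper's count of upregulated genes is 74 and 38 were called here, with 60 under the filter and 64 with the newer method, and no other of these alternatives within 1.5 times. The paper's count of downregulated genes is 22 and 3 were called here, with DESeq2's Wald test (33) the one alternative within that margin. The paper's ratio of upregulated to downregulated genes in glia is 3.36 and the ratio here is 12.7, with DESeq2's Wald test (4.45) again the one within it. The paper's number of genes in both cell types is 27 and 10 were called here. The filter (26), the newer method (21) and leaving out kainate glia replicate 3 (19) came within 1.5 times, and the others did not. The paper's number of genes kept after filtering in all mRNAseq libraries is 23369 and 40714 were tested here, where the filter (29254) came within that margin and no filter and genes with or without a symbol did not.
Genes with an Entrez Gene ID, chosen after seeing the values, came within 1.5 times for upregulated genes in glia (76), genes in both (38), the ratio of upregulated to downregulated genes in neurons (6.85) and the genes kept (21406), and not for the other 4 values. Of the 131 neuron and 96 glia genes that the paper calls, this choice calls 128 and 67 and leaves 3 and 29 uncalled. The block calls all 131 and all 96 among 2072 and 2357 genes in all, and DESeq2 calls 129 and 91 among 277 and 180. The CPM filter calls 95 and 52 among 137 and 67, and edgeR's newer method 89 and 58 among 136 and 73. The separate fit calls 125 and 0 among 390 and 0. In the main fit, 61 and 39 were called among 67 and 41.
The paper's log2 fold changes were compared for 62 gene results, and 0 differed by more than the standard error found here. Over all genes of its lists the largest difference was 0.38 in neurons and 0.51 in glia. Of 24 marker levels, 0 differed both by more than the SD found here and by more than 1.5 times.
The paper states that the scaling of the mRNAseq libraries separates kainate from sham as well as the cell types. Here the cell types separated, and on dimension 2 kainate and sham libraries overlapped, with the libraries of replicate 1 apart from the others. Compared by number within a cell type, after the data were seen, the kainate library lay above its sham library in 5 of 5 pairs, by 0.00776 to 1.30, also in 5 of 5 on the 100 most variable genes, by 0.482 to 1.15, and in 3 of 5 with 500 genes, with the axis turned as in the main scaling.
The paper states that Npy and Spp1 are upregulated in CLH neurons and counts Mfap4, Dusp5 and Ptgs1 in neurons and Ecm1 and Dusp5 in glia among its genes. For Spp1, the paper's statement comes from its combined analysis, which tested expression among the genes kept for methylation alone. Its Table 1 does not hold Spp1, and its Table 5 lists the gene as exclusive to the ILH. None of the genes named was called here over all genes tested (FDR = 0.548 for Npy and 0.377 for Spp1), though each rose. The block and DESeq2 call all of them. The CPM filter calls Spp1, Mfap4, Dusp5 and Ptgs1 in neurons and Ecm1 in glia, the newer method Mfap4, Ptgs1 and Ecm1, the separate fit all 5 genes in neurons, DESeq2's size factors Mfap4, leaving out both low-input libraries Spp1, Mfap4 and Ptgs1, and the Entrez choice, made after seeing the values, all of them. Leaving out sham glia replicate 3 calls the 5 genes in neurons, and leaving out sham glia replicate 1 Npy, Spp1, Mfap4 and Ptgs1. Leaving out kainate glia replicate 3 calls Mfap4, Ptgs1 and Ecm1, and leaving out sham neurons replicate 1 Npy. The paper lists Ccn4 (as Wisp1) and Odc1 in neurons and Col16a1 and Lilr4b in glia as exclusive to the ILH, and the CLH fit calls them (log2 fold changes 2.50, 1.46, 2.17 and 2.64). The paper's Table 1 also holds Ccn4.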

Other observations

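The tests of the splits within pools and of the sorting markers in them, of the spread with the block, of library size and low input in replicate 1, of single libraries for Tables 5 and 6, and of astrocyte, microglial and oligodendrocyte RNA were chosen after the result was seen, as were the X chromosome receptors, and the others before.
Of the 10 splits of the 6 neuron libraries into 3 and 3, 1 gave as many called genes as the real one, the real split itself, and the highest among the others was 0. With 10 splits chance cannot be excluded at 0.05. Of the 4 splits that part all 3 pairs, the real one called 2072 genes with the block and the others 0. For NeuN+ against NeuN– nuclei, 4 of 100 drawn splits of 200 possible, the real one included, gave as many genes, but these splits cut across the pools that pair the fractions, so that share decides nothing. Of the 32 splits that part the fractions of all 5 pools with both, the real one called most genes without a block (15159, and 10920 with every pool swapped). With the pool as a block, 2 of the 32 called as many, the real one and its mirror, and the number of genes alone cannot tell these 2. The 6 sorting markers have a direction set in advance, and the sum of their log2 fold changes in it was as large in 1 of the 32, the real one (18.3, and at most 14.2 in the others, or 18.3 and 16.1 with the pool as a block), so a difference by random assignment of the fractions is argued against at 0.05. Of the 100 splits drawn, the largest, with the libraries of replicate 1 all on one side, called 26248 genes, and with the pool as a block the fractions differed in 24313.
More genes were called with the replicate block. The coefficient of variation fell from 0.600 to 0.251 with it, so differences between replicate numbers widen the spread without it. False calls from the few residual degrees of freedom cannot be told apart from real ones here. The other 3 splits that part the pairs called at most 0 genes, but 4 splits are too few, they cover neurons alone, and a swapped pair adds the kainate effect to the residual spread. The 2 libraries with one number correlated across genes, after group means were removed, by 0.643, 0.161 and 0.491 in neurons and 0.760 and 0.787 in glia. Libraries of kainate and sham neurons with different numbers correlated by -0.600 to -0.215 where 1 was of replicate 1, and by 0.166 (kainate 2, sham 3) and 0.418 (kainate 3, sham 2) otherwise, so the values set replicate 1 apart and hardly part 2 from 3. The paper states that pools held hippocampi of 4 or 2 mice and that libraries were sequenced on NextSeq or HiSeq. Its text does not say which numbers these belong to, or what the numbers stand for beyond the pools. No explanation by pool size, sequencing or biology was therefore tested.
Replicate 1 libraries held fewer genes with a count and fewer counts on olfactory and vomeronasal receptor genes, a CPM of 325 to 948 against 642 to 5130 in the others. Library size is argued against, since at one total the gap was still at least 4013 genes (5510 in glia). Low RNA input is argued against too, since among libraries of usual input the lowest receptor CPM of replicates 2 and 3 was 1.37 times the highest of replicate 1 in neurons and 5.35 times in glia. Reads from genomic DNA may contribute to replicates 2 and 3. Germline genes of the X chromosome, present once in male nuclei, had 1.41 times (95% interval 1.16 to 1.59 from resampling the genes) the counts per kb of autosomal receptor genes, where DNA would give about 0.5, but the 10 receptor genes on the X had 0.475 times (0.205 to 0.652). The first ratio alone would have argued against genomic DNA. The second was computed afterwards, and the reading was widened because of it, so genomic DNA cannot be told apart from RNA here. Of 1491 receptor genes tested, 584 were higher in NeuN– nuclei and 9 in NeuN+ nuclei. For kainate against sham edgeR called 0 in either cell type, and with the block 14 and 7.
For the 10 genes upregulated in both cell types, the rise in NeuN+ nuclei was a median of 0.375 of that in NeuN– nuclei. RNA of neuronal nuclei in the NeuN– fraction is argued against, since the rise there was 2.74 times that in NeuN+ nuclei, with neuron markers at 0.129. The marker ratios were taken in sham libraries, while the rises lie in kainate libraries. At these ratios, RNA of astrocyte, microglial and oligodendrocyte nuclei in the NeuN+ fraction is argued against for Fos, Gadd45g, Ier2, Odc1 and Sbno2. Their ratios of 0.436 or more exceeded the highest ratio of a single marker of these lists, 0.180. Atf3 (0.306) and Timp1 (0.314) lay nearer to it. The astrocyte marker Aldh1l1 had 9.25 CPM in NeuN+ and 35.0 in NeuN– nuclei after kainate, against 5.99 and 33.4 in sham. Marker ratios after kainate were not computed, so RNA of these nuclei is not argued against for Atf3 and Timp1. For Ccl12, Ptx3 and Socs3, with ratios up to 0.143, it cannot be told apart, though 9 of the 10 genes exceeded the highest median of a list, 0.0825. RNA of glial nuclei in general cannot be told apart, since endothelial markers stood at 0.575 and pericyte markers at 0.248. A response in both cell types stays open as well.
Genes listed as exclusive to the ILH moved in the listed direction in the CLH. Genes of like expression do not move so in general, since 0 of 10000 matched random lists had as many, with at most 48 of 61 in neurons and 104 of 160 in glia. A single library is argued against, since at least 61 and 146 genes kept the direction without any one library, the latter without sham glia replicate 1. The paper states that CLH and ILH libraries were prepared and sequenced in parallel, so a shared batch and a weaker response in the CLH stay open.
Immediate early genes rose in neurons (median log2 fold change 2.03, 19 of 19 genes, fry FDR = 0.00338) and glia (median 2.21, 19 of 19, FDR = 0.00338), with 19 adjusted over the list alone in each. The FDR in glia was 0.0539 without both low-input libraries. Among all genes, Fos, Fosb, Egr2, Arc, Ier2, Atf3 and Zfp36 were called in neurons, and Fos, Junb, Egr1, Ier2 and Atf3 in glia, while the block called 19 and 17 of the genes. The call of Fosb in neurons was lost without kainate neurons replicate 1 (0.288), kainate neurons replicate 2 (0.415), sham neurons replicate 2 (0.714) or sham neurons replicate 3 (0.746). Egr2 in neurons was lost without kainate neurons replicate 1 (0.365), kainate neurons replicate 2 (0.572), sham neurons replicate 2 (1), sham neurons replicate 3 (0.983) or kainate glia replicate 2 (0.306). For Ier2 in neurons, the call went without kainate neurons replicate 1 (0.305), kainate neurons replicate 2 (0.415), kainate neurons replicate 3 (0.525), sham neurons replicate 2 (1), sham neurons replicate 3 (1) or kainate glia replicate 2 (0.281). Zfp36 in neurons was lost without kainate neurons replicate 2 (0.739), kainate neurons replicate 3 (0.761), sham neurons replicate 1 (0.590), sham neurons replicate 2 (1), sham neurons replicate 3 (1) or kainate glia replicate 2 (0.394). Junb in glia was lost without kainate glia replicate 1 (0.276), kainate glia replicate 2 (0.260) or sham glia replicate 1 (0.326). Without kainate glia replicate 2 (0.260) or sham glia replicate 1 (0.326), Egr1 in glia was not called. The call of Ier2 in glia was lost without kainate neurons replicate 2 (0.336), kainate glia replicate 1 (0.407), kainate glia replicate 2 (0.260) or sham glia replicate 1 (0.387). The interaction was not called for these genes (FDR = 1 each), and under the block it was called for Fos (FDR = 5.23e-05), Junb (FDR = 0.00134) and Egr1 (FDR = 7.47e-06). Interferon-stimulated genes had a median of -0.04 in neurons (FDR = 0.930).
Of the cell type lists, fry called 0 of 14, with FDRs from 0.941 to 0.970. Camera, with its preset correlation, called lower astrocyte (FDR = 0.0182), microglia (FDR = 0.00399), oligodendrocyte precursor (FDR = 0.000176) and oligodendrocyte genes (FDR = 0.000269) in kainate glia. Median log2 fold changes there were -1.03, -0.65, -0.97 and -0.79. None of these holds under fry, with the block either (FDR = 0.341, 0.462, 0.104 and 0.104). Adjusted over the list alone, 5, 1, 3 and 0 of their genes were called in glia, and with the block among all genes 6 of 8, 2 of 8, 5 of 6 and 5 of 8, of which 1 astrocyte gene was higher in kainate and the others lower.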
